# Fine-tuning mechanical constraints reveals uncoupled patterning and gene expression programs in murine gastruloids

**DOI:** 10.1242/dev.204711

**Published:** 2025-09-29

**Authors:** Judith Pineau, Jerome Wong-Ng, Alexandre Mayran, Lucille Lopez-Delisle, Pierre Osteil, Armin Shoushtarizadeh, Denis Duboule, Samy Gobaa, Thomas Gregor

**Keywords:** Pseudoembryos, Synthetic extracellular matrix, Polarization, Morphogenesis

## Abstract

The interplay between mechanical forces and genetic programs is fundamental to embryonic development, yet how these factors influence morphogenesis and cell fate decisions remains unclear. Here, we fine-tune the mechanical environment of murine gastruloids, three-dimensional *in vitro* models of early embryogenesis, by embedding them in bioinert hydrogels with tunable stiffness and timing. This strategy reveals that external constraints can selectively influence transcriptional profiles, patterning or morphology, depending on the level and timing of mechanical modulation. Gastruloids in ultra-soft hydrogels (*<*30 Pa) elongate robustly, preserving anteroposterior patterning and transcriptional profiles. In contrast, embedding at higher stiffness disrupts polarization while leaving gene expression largely unaffected. Conversely, earlier embedding significantly impacts transcriptional profiles independently of polarization defects, highlighting the uncoupling of patterning and transcription. These findings suggest that distinct cellular states respond differently to external constraints. Live imaging and cell tracking further suggest that impaired cell motility underlies polarization defects, underscoring the role of mechanical forces in shaping morphogenesis independently of transcriptional changes. By precisely controlling mechanical boundaries, our approach provides a powerful platform to dissect how physical and biochemical factors interact to orchestrate embryonic development.

## INTRODUCTION

Despite significant advances in developmental biology, the mechanisms that drive early embryogenesis – symmetry breaking, axis formation, germ layer specification and tissue morphogenesis – remain incompletely understood. These processes arise from a complex interplay of genetic, biochemical and mechanical signals (Collinet and Lecuit, 2021), yet their precise interactions and temporal coordination remain elusive. Mammalian *in vivo* models are particularly challenging for such studies, as they are highly sensitive and constrained by the fact that these events occur post-implantation, making it difficult to disentangle the respective contributions of mechanical forces and biochemical cues. These limitations underscore the importance of controlled *in vitro* systems to systematically explore the role of physical and molecular factors in early development.

Recent advances in stem cell biology have enabled the creation of three-dimensional models known as gastruloids, which recapitulate key events of early mammalian embryogenesis. Gastruloids self-organize into aggregates that mimic symmetry breaking, anteroposterior (AP) axis elongation, and germ layer specification, providing a powerful platform for studying early developmental processes (van den Brink et al., 2014; Turner, et al., 2017; Beccari et al., 2018). Embedding these structures in extracellular matrix (ECM) substitutes, such as Matrigel, has demonstrated the crucial role of mechanical properties in morphogenesis and cell fate determination (Veenvliet et al., 2020; van den Brink et al., 2020; Hamazaki et al., 2024; Muncie et al., 2020). However, the undefined chemical composition of Matrigel and its inherent mechanical properties are inextricably linked, making it impossible to separate these effects. Additionally, batch-to-batch variability poses significant challenges for quantitative studies (Hughes et al, 2010; Vukicevic et al., 1992). Overcoming these limitations requires new approaches that combine controlled mechanical environments with high-resolution imaging to uncover how physical forces and biochemical signals coordinate development.

In this study, we leverage bioinert hydrogels with tunable stiffness to precisely control the mechanical environment of murine gastruloids. By systematically modulating both the stiffness and timing of embedding, we uncover how external constraints selectively influence transcriptional profiles, AP patterning, and morphology. Gastruloids embedded in ultra-soft hydrogels (*<*30 Pa) elongate robustly while preserving both transcriptional profiles and AP patterning, mimicking the behavior of controls. In contrast, stiffer hydrogels (>30 Pa) can disrupt polarization without altering gene expression, whereas earlier embedding significantly impacts transcriptional profiles independently of polarization defects. These findings reveal a surprising decoupling of transcriptional programs and AP patterning under specific mechanical conditions, challenging the conventional view of their tight coordination.

In addition to uncovering the uncoupling of transcriptional programs and patterning, our system minimizes sample movement during live imaging, enabling precise tracking of cell motility and morphogenesis. This advancement allowed us to identify impaired cell motility as a contributing factor underlying polarization defects in stiffer hydrogels. By providing precise control over mechanical constraints, our approach reveals how finely tuned environments can selectively influence distinct developmental outcomes. Together, these findings establish embedded gastruloids as a robust and versatile platform for probing the interplay between genetic, biochemical and physical factors in early embryogenesis. By shaping our understanding of how mechanical environments guide developmental processes, this work offers insights into the regulatory principles of embryogenesis.

## RESULTS

### Embedding in ultra-soft hydrogels allows reproducible gastruloid elongation

We developed an embedding procedure using a dextran-based hydrogel to investigate gastruloid elongation in a mechanically and chemically controlled environment (Fig. 1A,C). By varying hydrogel concentrations from 0.7 mM to 1.5 mM, we achieved stiffnesses ranging from 1 to 300 Pa (Fig. 1B, Fig. S1A), encompassing the range reported to support gastruloid elongation (Veenvliet et al., 2020; van den Brink et al., 2020). Importantly, this bioinert hydrogel minimizes extraneous signaling and variability, contrasting with traditional matrices such as Matrigel (Aisenbrey and Murphy, 2020; Blache et al., 2022) (details in Materials and Methods and Fig. 1).

**Fig. 1.**
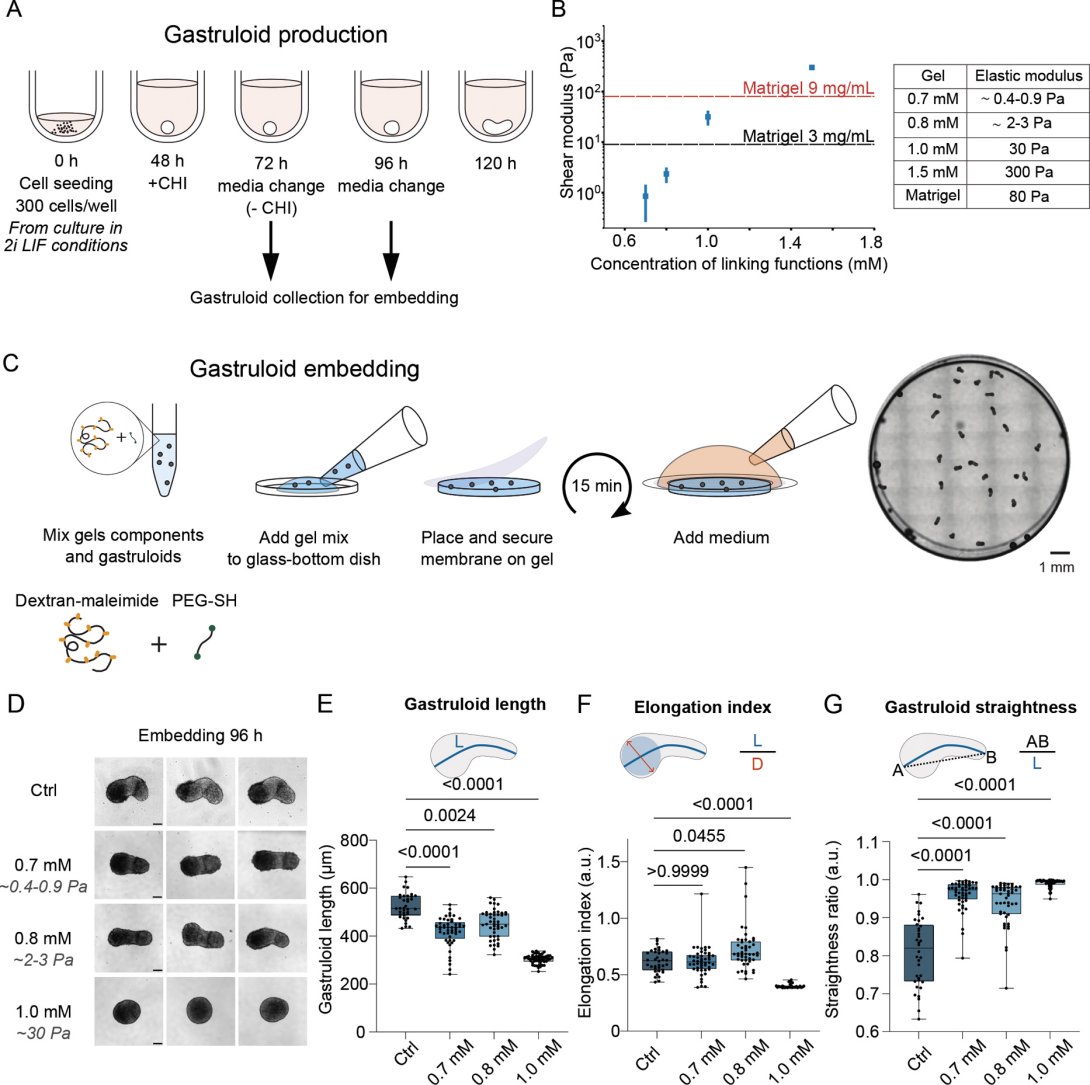
**Embedding gastruloids in an ultra-low stiffness dextran-based hydrogel.** (A) Schematic view of the gastruloid generation protocol. (B) Left: Stiffness of hydrogels prepared with different concentrations of components (concentration being the concentration of reactive functions), measured using a rheometer. mean±s.d. (*n*=3). Right: Table with elastic moduli of hydrogels as a function of concentrations of reactive functions. (C) Left: Protocol of gastruloid embedding, using a mix of Dextran-Maleimide and a polyethylene-glycol-thiol linker (PEG-SH). Right: Overview of a dish of embedded gastruloids at 120 h. (D) Representative brightfield images of gastruloids 120 h after seeding. Gastruloids were grown in standard culture conditions (Ctrl, no hydrogel) or embedded in hydrogels with increasing concentrations (0.7 mM, 0.8 mM or 1.0 mM) at 96 h post-seeding. Scale bars: 100 µm. (E) Quantification of gastruloid medial axis length (*L*) at 120 h, showing moderately reduced elongation with increasing hydrogel stiffness. Data correspond to the conditions shown in D. Sample sizes: Ctrl, *n*=36; 0.7 mM, *n*=50; 0.8 mM, *n*=47; 1.0 mM, *n*=56. (F) Elongation index of the same gastruloids as in E, showing very little effect of embedding in low-stiffness hydrogels, and strong limitation of elongation in high-stiffness hydrogels (1.0 mM). (G) Straightness ratio of the same gastruloids as in E, revealing increased morphological straightness when embedded in hydrogel. Straightness is calculated as illustrated in the schematic. Statistical tests were performed using the Kruskal–Wallis test with Dunn's multiple comparison test. Shown here are representative data and analysis for one experimental replicate. In E-G, box limits represent first and third quartiles, whiskers minimum and maximum values and horizontal line the median. See Fig. S1 for two additional replicates.

We then compared the morphology of gastruloids embedded in hydrogels to those grown under standard culture conditions (Ctrl, no hydrogel). Gastruloids were prepared from 129/svev mouse embryonic stem cells (mESCs) cultured in Serum+2i+LIF conditions, which allows a homogeneous starting cell population and therefore robust organoid formation (Merle et al., 2023 preprint). Embedding was performed at 96 h post-seeding and gastruloids were analyzed at 120 h, the time frame during which the AP axis typically develops in our culture conditions.

Gastruloids embedded in hydrogels with concentrations below 1.0 mM successfully elongated, achieving approximately 80% of the medial axis length observed in controls (Fig. 1D-F, Fig. S1B-F). Quantification of the elongation index also showed a strong, robust decrease in elongation upon embedding in 1.0 mM gels, but very limited, variable effects of embedding at lower concentrations (Fig. 1F, Fig. S1D,F). Interestingly, these embedded gastruloids exhibited a straighter morphology, as quantified by an increased straightness ratio, compared to controls (Fig. 1D,G, Fig. S1B-F). This suggests that while the mechanical constraints of the hydrogel did not prevent elongation, they counterbalanced bending forces, promoting straighter contours during elongation. Such straighter contours reduce shape variability, a key advantage for quantitative analyses and for interpreting morphological measurements.

In contrast, gastruloids embedded in higher stiffness hydrogels (1.0 mM) showed limited to no elongation (Fig. 1E,F, Fig. S1D,F), and their straightness ratio approached 1 (Fig. 1G, Fig. S1D,F), indicative of a lack of significant morphological changes. These findings demonstrate that the mechanical properties of the environment directly influence the elongation process, with ultrasoft hydrogels (*<*1*.*0 mM) providing sufficient support for robust and reproducible elongation, while higher stiffness disrupts this process.

The embedding process also offers unique advantages for imaging and quantitative assays. By stabilizing gastruloids within a mechanically stable hydrogel, thermal fluctuations that often interfere with live imaging are minimized, enabling precise tracking of gastruloid dynamics. Additionally, reduced morphological variability, as indicated by straighter contours, facilitates reproducible quantitative measurements. Finally, hydrogel embedding provides a means to separate mechanical and chemical contributions to gastruloid development, highlighting its potential as an alternative to traditional assays employing Matrigel.

Interestingly, we also observed that embedding gastruloids in dextran-based, bioinert gels produced markedly different outcomes compared to Matrigel (Fig. S2). Specifically, embedding in an ultrasoft, bioinert gel at 96 h post-seeding permitted uniaxial elongation by 120 h but did not enhance organoid maintenance at later time points. In contrast, gastruloids embedded in Matrigel at the same stage developed pronounced multipolar morphologies by 120 h but exhibited sustained, non-collapsing elongation by 144 h post-seeding. This difference is unlikely to result solely from signaling molecules or nutrients in Matrigel, as supplementing the media with Matrigel on top of embedded gastruloids failed to reproduce the phenotype (Fig. S2). Instead, the observed behavior likely stems from the ability of cells to adhere to, remodel and degrade Matrigel. Supporting this, RNA sequencing (RNA-seq) revealed expression of metalloproteases in our system (Fig. S5E), suggesting that the mechanical properties of Matrigel are altered over time through cellular remodeling, in contrast to the constant mechanical landscape offered by bioinert hydrogels.

Together, these results establish a robust platform for studying gastruloid development in controlled mechanical environments, providing both physiological relevance and improved reproducibility for imaging and quantitative workflows.

### Mechanical embedding preserves gastruloid patterning and transcriptional profiles

During gastruloid development, the establishment of the AP axis is closely linked to axis elongation and patterned expression of key germ layer markers, such as brachyury (BRA; T) and SOX2 (posterior end) or FOXC1 (anterior end) (Blassberg et al., 2022; Turner et al., 2014; van den Brink et al., 2014; Mittnenzweig et al., 2021). To assess whether this patterning is maintained in hydrogels, we performed immunofluorescence staining and quantified intensity profiles along the AP axis (Merle et al., 2023 preprint).

Remarkably, a BRA/SOX2 pole was observed under all conditions, even in gastruloids grown in higher-stiffness hydrogels (1.0 mM), where elongation was impaired (Fig. 2A, Fig. S3A,C). To account for differences in fixation protocols between embedded and non-embedded samples (see Materials and Methods), fluorescence intensities were normalized both for signal range and for medial axis length (Merle et al., 2023 preprint). Specifically, intensity values were scaled for each experiment relative to the average profile of all gastruloids, using the 10% lowest and highest values for reference. Spatial profiles were normalized to the medial axis length of individual gastruloids. Gastruloids embedded in ultra-soft gels (0.7-0.8 mM) exhibited normalized SOX2 and BRA expression profiles that closely matched those of non-embedded controls (Ctrl, no hydrogel) grown in standard culture conditions, as exhibited by the lack of consistent differences in the boundary positions of these markers between these different conditions (Fig. 2A-C, Fig. S3). By contrast, samples embedded in 1.0 mM gels showed spatial deviations, likely reflecting limited elongation and reduced consistency in AP axis alignment during imaging (Fig. 2A-C, Fig. S3). Importantly, embedding in ultra-soft hydrogel at 96 h post-seeding did not significantly alter FOXC1 patterned expression at the anterior end either (Fig. S4), further supporting that ultra-soft hydrogels preserve AP patterning comparable to controls.

**Fig. 2.**
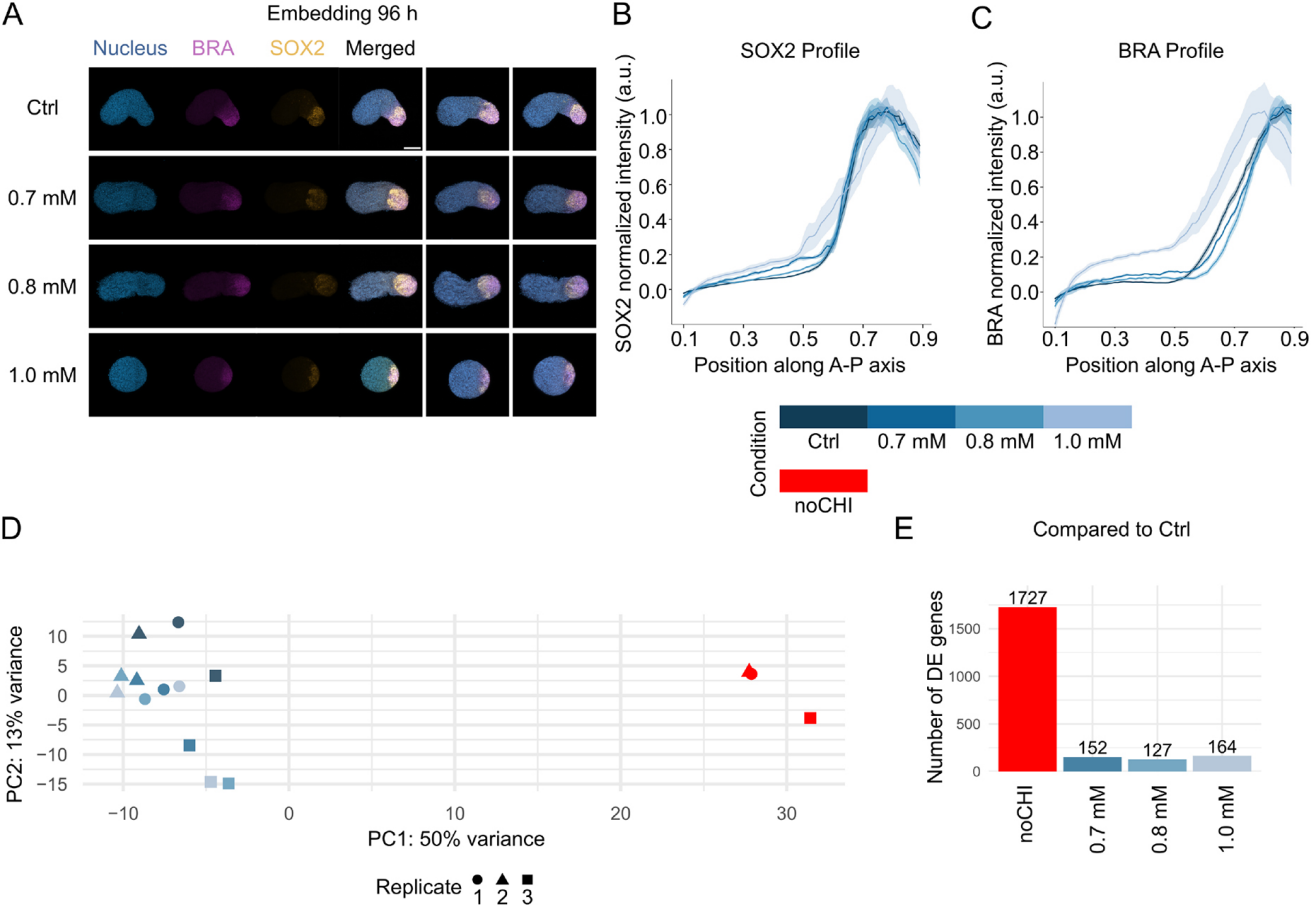
**Gene expression patterning and transcriptional profiles in hydrogel-grown gastruloids.** (A) Representative immunofluorescence images of gastruloids at 120 h. Gastruloids were grown in standard culture conditions (Ctrl, no hydrogel) or embedded in hydrogels with increasing concentrations (0.7 mM, 0.8 mM and 1.0 mM) at 96 h post-seeding. Nuclei (blue), BRA (purple) and SOX2 (yellow) are labeled. Scale bar: 100 µm. (B,C) Normalized expression profiles (mean±s.e.m.) of SOX2 (B) and BRA (C) along the AP axis, demonstrating consistent expression patterns across conditions. Sample sizes: Ctrl, *n*=18; 0.7 mM, *n*=6; 0.8 mM, *n*=19; 1.0 mM, *n*=10. (D) Principal component analysis (PCA) of bulk RNA-seq experiments (three replicates), revealing clear separation between Ctrl and noCHI (red), a negative control for gastruloid formation, while hydrogel-embedded conditions cluster near Ctrl. (E) Number of significantly differentially expressed (DE) genes compared to Ctrl, showing substantial transcriptional changes in noCHI and minimal changes in hydrogel-embedded conditions (0.7 mM, 0.8 mM and 1.0 mM). Shown here are representative data and analysis for one experimental replicate. See Fig. S3 for two additional replicates.

To evaluate whether gel embedding affects gene expression more broadly, we performed bulk RNA-seq. As a negative control, we included gastruloids that did not receive a CHIR99021 pulse (noCHI), a condition under which gastruloids remain spherical and fail to establish germ layers (van den Brink et al., 2014). Principal component analysis (PCA) on the top 500 most variable genes showed that 50% of the variance was explained by the difference between noCHI and all other conditions, while only 13% of the variance was attributed to differences among embedded and control gastruloids (Fig. 2D, Fig. S5A,B). Gastruloids embedded in ultra-soft hydrogels clustered closely with controls and no clear spatial separation was observed in the PCA, indicating high similarity between embedded and control conditions (Fig. 2D).

The number of significantly differentially expressed (DE) genes between embedded and control gastruloids was small (Fig. 2E, Table S1). Furthermore, we found no effect of gel concentration on transcriptional profiles (Fig. 2D), suggesting that preventing elongation in higher-stiffness hydrogels (1.0 mM) does not strongly impact gene regulation. About half of DE genes were shared between all three gel concentrations (Fig. S5C). This suggests that these differences may arise from the addition of the external boundary condition or the de-embedding process required for RNA-seq sample preparation.

To assess further whether embedding influences the cellular composition of gastruloids, we deconvolved our bulk RNA-seq data using a previously published single-cell RNA-seq atlas of gastruloid development (Mayran et al., 2023 preprint) (Fig. S5D). This analysis revealed substantial batch-to-batch variability, with differences between embedded and non-embedded samples being less marked than those observed across batches and lacking consistent trends. Moreover, no systematic effect of hydrogel concentration on inferred cell type proportions was detected. These results suggest that neither the embedding procedure nor the stiffness of the hydrogel significantly alters the cellular composition of gastruloids. This supports the use of hydrogel-embedded gastruloids as a valid assay for probing developmental processes without introducing compositional artifacts.

Altogether, these results demonstrate that embedding gastruloids in ultra-soft hydrogels preserves AP patterning, transcriptional profiles and cellular composition, making this approach a viable alternative to traditional ECM-based matrices like Matrigel, which often exhibit batch-to-batch variability and ill-defined chemical compositions (Hughes et al., 2010; Vukicevic et al., 1992). The minimal transcriptional and morphological deviations observed suggest that gastruloids grown in these conditions can be used interchangeably with those grown in standard culture, enabling the study of gastrulation in a mechanically controlled environment.

### Timing and stiffness reveal uncoupling of patterning and gene expression

As patterning and transcriptional profiles appeared robust to changes in the mechanical environment, we next sought to determine the limits of their establishment. Specifically, we tested whether increasing environmental stiffness to ∼300 Pa (Fig. 1B, Figs S1A, S6) or applying mechanical constraints earlier in development (Figs S6, S7) could disrupt these processes.

To assess the impact of stiffness on patterning, we first examined whether gastruloids could organize a singular BRA/SOX2 pole at 120 h post-seeding when embedded in stiffer hydrogels at 96 h. Remarkably, most gastruloids formed BRA/SOX2 poles at 120 h, regardless of gel stiffness, with approximately 75% showing a singular pole even at higher stiffnesses (Fig. 3A,B, Fig. S7). Notably, ∼20% of gastruloids had already established a pole by 96 h (Fig. 3B, Fig. S7D), suggesting that polarization begins either before or very shortly after embedding. These findings indicate that physical constraints applied after polarization is underway do not significantly disrupt this process.

**Fig. 3.**
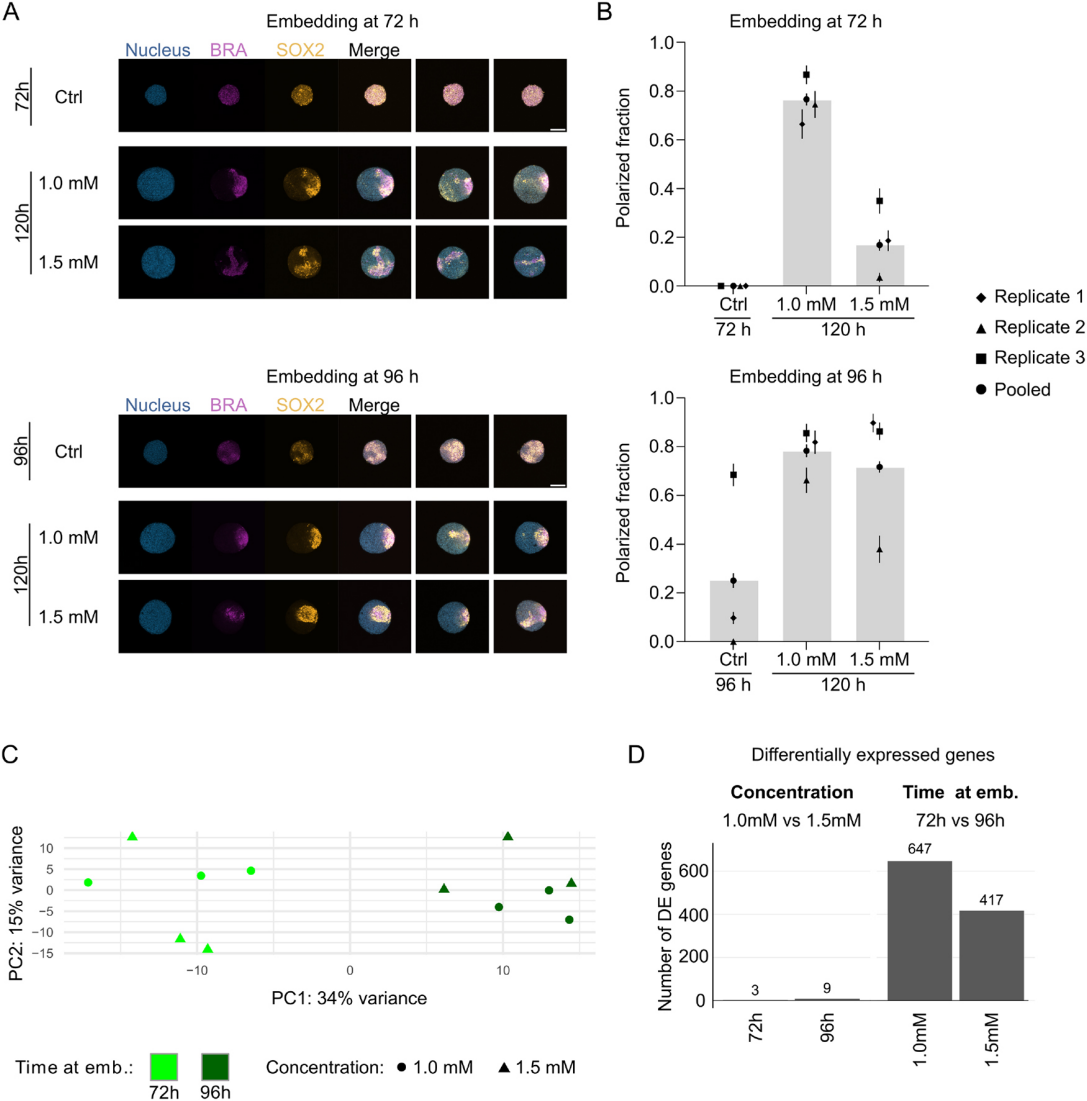
**Uncoupling of patterning and transcriptional profiles.** (A) Representative immunofluorescence images of gastruloids before embedding (72 h or 96 h) and at 120 h after seeding, following embedding in hydrogels at 72 h (top) or 96 h (bottom). Gel concentrations: 1.0 mM or 1.5 mM. Nuclei (blue), BRA (purple) and SOX2 (orange) are labeled. Scale bars: 100 µm. (B) Quantification of the proportion of gastruloids forming a unique BRA/SOX2 pole at 120 h or at the time of embedding. Data correspond to the conditions shown in A and include embedding at 72 h (top) or 96 h (bottom). Error bars were obtained from bootstrapping (see Materials and Methods). Sample sizes for embedding at 72 h: 72 h Ctrl (*n*=20 for replicate 1; 18 for replicate 2; 22 for replicate 3); 120 h 1.0 mM (*n*=15; 19; 22); 120 h 1.5 mM (*n=*21; 27; 17). Sample sizes for embedding at 96 h: 96 h Ctrl (*n*=22; 23; 22); 120 h 1.0 mM (*n=*21; 21; 22); 120 h 1.5 mM (*n=*19; 21; 23). (C) Principal component analysis (PCA) of bulk RNA-seq experiments, revealing transcriptional differences between gastruloids embedded at 72 h or 96 h in hydrogels of 1.0 mM or 1.5 mM concentrations. (D) Number of differentially expressed (DE) genes from bulk RNA-seq, demonstrating minimal transcriptional changes between gel concentrations (1.0 mM versus 1.5 mM) at either embedding time and showing greater differences when comparing embedding times (72 h versus 96 h) within each gel condition. Shown here are representative data and analysis for one experimental replicate. See Fig. S4 for two additional replicates.

Next, we investigated whether earlier mechanical constraints could impair polarization by embedding gastruloids at 72 h, a time point when no pole is established yet (Fig. 3A, Fig. S7). When embedded in 1.0 mM gels (corresponding to 30 Pa), ∼80% of the gastruloids successfully formed a BRA/SOX2 pole by 120 h. However, this fraction dropped to ∼20% in 1.5 mM gels, suggesting that stiffer gels impose sufficient mechanical constraints to impair polarization establishment (Fig. 3B, Fig. S7). Interestingly, gastruloids in 1.5 mM gels were ∼10% smaller on average (Fig. S6), potentially indicating increased cellular compression or decreased cell proliferation. However, we could not confirm that cell density or density of dividing cells was higher at 120 h in gastruloids embedded in 1.0 mM versus 1.5 mM gels at 72 h (Fig. S8). These results demonstrate that polarization establishment is sensitive to mechanical constraints during early developmental stages but remains robust once initiated.

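Gastruloids, aggregates of mouse embryonic stem cells that elongate and form an axis in culture, were embedded at 72 h or 96 h after seeding in dextran-based hydrogels of 1.0 mM or 1.5 mM. Each of the 4 groups held 3 libraries, made from poly-A-selected RNA and sequenced with paired ends. The authors aligned the reads to the mouse genome (mm10) with STAR and deposited the read counts of 55141 Ensembl genes without normalization, together with FPKM values from Cufflinks for 55138 genes. Total counts per library ranged from 23615893 to 25149780 (median 24785899) after embedding at 72 h in 1.0 mM gels, and from 25398824 to 27609422 (median 26073886) after embedding at 96 h in 1.0 mM gels. The range in 1.5 mM gels was 23011791 to 25048161 (median 24365329) at 72 h and 25701721 to 27059606 (median 26780794) at 96 h. The totals were lower after embedding at 72 h, with a mean of 24329500 ± 853757 (SD, n = 6) against 26437400 ± 852139 (SD, n = 6) at 96 h (two-sided exact permutation test, p = 0.00216, the smallest p that the assignments allow). Within each gel, the same difference between 3 and 3 libraries had p = 0.1, the smallest p of an exact test of that size. Counts of replicates differed by more than sampling noise, with a chi-squared per degree of freedom between 10.1 and 123 over the 12 pairs of libraries from the same group. Differential expression was tested on the counts with edgeR (quasi-likelihood F test, TMM normalization), with only the libraries of the compared groups in each pairwise fit. The 36 mitochondrial genes were left out, and low counts were removed by filterByExpr with a minimum count of 10 and a minimum total of 15. Genes were taken as differentially expressed (DE) at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. A positive log2 fold change stands for higher expression after embedding at 72 h than at 96 h, or in 1.5 mM than in 1.0 mM gels. Levels of single genes are given in CPM, computed by edgeR on TMM-scaled library sizes, as mean ± SD over 3 libraries.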

To evaluate whether global gene expression was affected by these experimental conditions, we performed bulk RNA-seq. PCA revealed that samples clustered primarily by the time of embedding rather than gel stiffness (Fig. 3C, Fig. S9A,B). 

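The 12 libraries were clustered on Pearson's correlation of log2(1 + FPKM) over the 500 genes with the highest variance. When the tree was divided into 2 clusters, each held the 6 libraries of a single embedding time, and log2 CPM computed from the counts gave the same division. With 3 clusters, replicates 2 and 3 embedded at 72 h in 1.5 mM gels formed a cluster of their own in the FPKM values, whereas in the counts the libraries embedded at 96 h separated by gel concentration. With 4 clusters, replicate 2 embedded at 96 h in 1.5 mM gels stood alone in the FPKM values. In the counts, replicates 2 and 3 embedded at 72 h in 1.5 mM gels then formed the additional cluster, and replicate 1 of that group stayed with the 1.0 mM libraries. In a PCA of log2 CPM, PC1 held 59.8% of the variance. Its scores ran from 12.3 to 22.6 in libraries embedded at 72 h and from -26.6 to -10.5 in those embedded at 96 h.

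**Figure D1:**
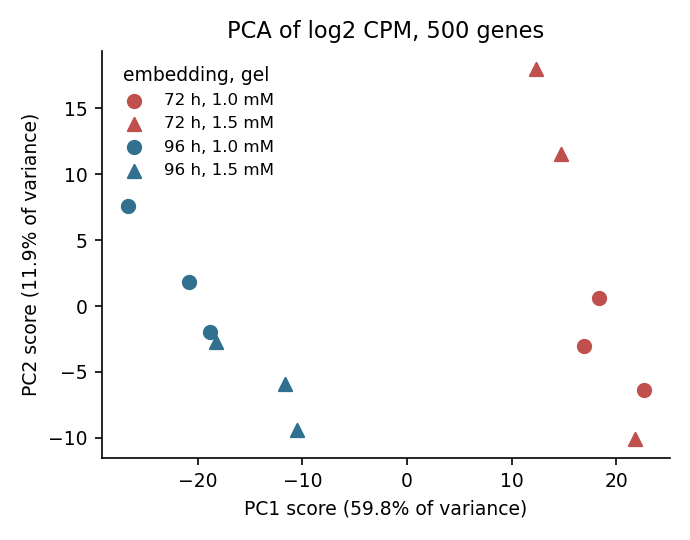
Scores of the 12 libraries on PC1 and PC2 of a PCA of log2 CPM over 500 genes, with color for the embedding time and marker shape for the gel concentration. The libraries embedded at 72 h lie at PC1 scores of 12.3 and above and those embedded at 96 h at -10.5 and below, while PC2 (11.9% of the variance) mixes the gel concentrations.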

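Over the 500 most variable genes of log2(1 + FPKM), PC1 held 33.8% and PC2 15.3% of the variance among the 12 libraries. PCA itself gives no test, so the share of variance between groups was computed on the same genes. The difference between embedding times accounted for 31.9% of the variance, more than under any other assignment of the embedding times to libraries except its mirror image (one-sided exact permutation test, p = 0.00216, the smallest p that the assignments allow). The difference between 1.0 mM and 1.5 mM gels accounted for 9.68% (one-sided exact permutation test within embedding times, 400 assignments, p = 0.06). The share of embedding time moved most when log2 CPM replaced the FPKM values, to 56.5%, and that of gel concentration was then 5.16% (exact permutation p = 0.28). The share of gel concentration passed a threshold of 0.05 with 100 genes (11.6%, exact permutation p = 0.03) and with 2000 genes (9.29%, exact permutation p = 0.045). Its exact permutation p was between 0.03 and 0.28 over the alternatives that kept all 12 libraries. In percentage points, the share of gel concentration moved most without replicate 1 of each group, to 14.8%, with an exact permutation p of 0.167.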

The first component (PC1) that separates samples by embedding time explained ∼34% of the observed variance in gene expression, whereas gel stiffness had minimal impact. For a fixed embedding time, only a small number of genes were differentially expressed between 1.0 mM and 1.5 mM gels (three genes at 72 h, nine genes at 96 h). In contrast, embedding at 72 h versus 96 h resulted in hundreds of differentially expressed genes, regardless of gel stiffness (647 genes for 1.0 mM, 417 genes for 1.5 mM). These genes included key regulators of embryonic development and stem cell differentiation, such as *Dppa5a*, *Bra* (*T*) and *Hoxa3* (Fig. 3D, Fig. S9C, Table S2).

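With edgeR, 0 of 15563 genes tested at 72 h and 0 of 15861 genes tested at 96 h were DE between 1.0 mM and 1.5 mM gels. At an unadjusted p below 0.05 there were 1074 genes at 72 h and 1578 genes at 96 h. The limma-voom pipeline called 0 genes at either embedding time, and DESeq2 called 3 genes at 72 h and 9 genes at 96 h. Leaving out 1 library at a time gave 0 genes at 72 h in each case, while edgeR called 16 genes there with the replicate number as a block (0 higher in 1.5 mM gels) and 56 without a low-count filter (17 higher). At 96 h the count rose to 12 without replicate 3 and to 2 without replicate 1 of the 1.5 mM gels, and was 0 without any of the other 4 libraries. The genes called by DESeq2 are given here as a choice made after their values were seen. At 72 h, *Egr1* fell by 2.23 on the log2 scale in 1.5 mM gels (DESeq2 SE 0.493, adjusted p = 0.0153), *Trib3* fell by 1.17 (SE 0.257, adjusted p = 0.0147) and *Popdc2* fell by 1.13 (SE 0.275, adjusted p = 0.0442). Their adjusted p in edgeR was 0.423, 0.698 and 0.698. Over all 16 alternatives run for each gene, the adjusted p ran from 4.89e-76 to 1.00 for *Egr1*, from 1.35e-06 to 1.00 for *Trib3* and from 9.03e-06 to 1.00 for *Popdc2*. At 96 h, DESeq2 called 7 genes lower in 1.5 mM gels, with log2 fold changes of -1.62 for *Hoxb9*, -1.56 for *Nkx1-2*, -1.53 for *Egr2*, -1.48 for *Noto*, -1.31 for *Egr3*, -1.08 for *Cdx2* and -1.04 for *Lefty1*. The other 2 were higher, *H4c4* with a log2 fold change of 1.50 and *Gm25732* with 1.70. Settings of edgeR that called more genes at 96 h gave mostly higher ones, 10 of the 12 without replicate 3 of the 1.5 mM gels, 41 of 51 with the replicate number as a block and 51 of 65 without a low-count filter. With 1 library left out, *H4c4* and *Gm25732* were lowest, at 1.10 and 1.04, without replicate 2 of the 1.5 mM gels. That library held the highest share of counts at 96 h on *CT010467.1*, a gene annotated as ribosomal RNA (4.21%). The gels did not overlap in that share at 96 h. Whether the rises follow it was not tested. The smallest DESeq2 adjusted p of the 9 genes was 5.52e-05 for *Lefty1* (0.109 in edgeR, 1.40e-08 to 0.389 over the alternatives) and the largest 0.0356 for *Nkx1-2* (0.184 in edgeR, 8.75e-05 to 0.584 over the alternatives). The direction of each of these 12 changes was kept under every alternative.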

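In 1.0 mM gels, 678 of 15763 genes tested were DE between embedding times, 411 higher and 267 lower after embedding at 72 h. The comparison in 1.5 mM gels had 498 of 15683 genes DE, 252 higher and 246 lower, a balance that turned with limma-voom (236 higher and 260 lower) and upper quartile normalization (218 and 264). DESeq2 called 621 and 420 genes, of which 584 and 398 were among those of edgeR, and limma-voom called 653 and 496. The counts moved most when the fold-change threshold was dropped, to 1457 genes in 1.0 mM gels and 3033 in 1.5 mM gels. Without replicate 3 embedded at 96 h, the comparison in 1.0 mM gels gave 429 genes, and the other libraries left out in turn gave up to 703. In 1.5 mM gels, leaving out replicate 3 embedded at 96 h gave 298 genes, and leaving out replicate 1 embedded at 72 h gave 636. Among DE genes with at least 100 counts on average and no overlap between the embedding times in either gel, the largest rises in 1.0 mM gels were those of *Wnt2* (log2 fold change 2.83), *Tbx20* (2.82), *Cfc1* (2.65), *Sfrp5* (2.63) and *Gata4* (2.57). Those in 1.5 mM gels were of *Tmem163* (log2 fold change 2.65), *Lmx1a* (2.16), *Map2* (1.82), *Foxd4* (1.79) and *Sfrp5* (1.77). The largest falls in 1.0 mM gels were those of *Lefty1* (-4.88), *Hoxd3* (-3.93), *Meox2* (-3.79), *Lbx1* (-3.25) and *Dppa5a*. Falls in 1.5 mM gels were largest for *Meox2* (-3.48), *Lbx1* (-3.47), *Hoxd3* (-3.36), *Lefty1* (-3.21) and *Nr2f1* (-2.58). The rises of *Wnt2*, *Tbx20* and *Cfc1* in 1.5 mM gels were smaller, at 1.40, 1.40 and 1.43, and depended on replicate 1 embedded at 72 h, without which they were 0.77, 0.93 and 0.98. The rise of *Sfrp5* in 1.5 mM gels was 1.13 without the same library. Over the 16 alternatives in 1.5 mM gels, edgeR and the other tools gave *Wnt2* an adjusted p of up to 0.127, *Tbx20* up to 0.0667, *Cfc1* up to 0.0566 and *Sfrp5* up to 0.0660.

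**Figure D2:**
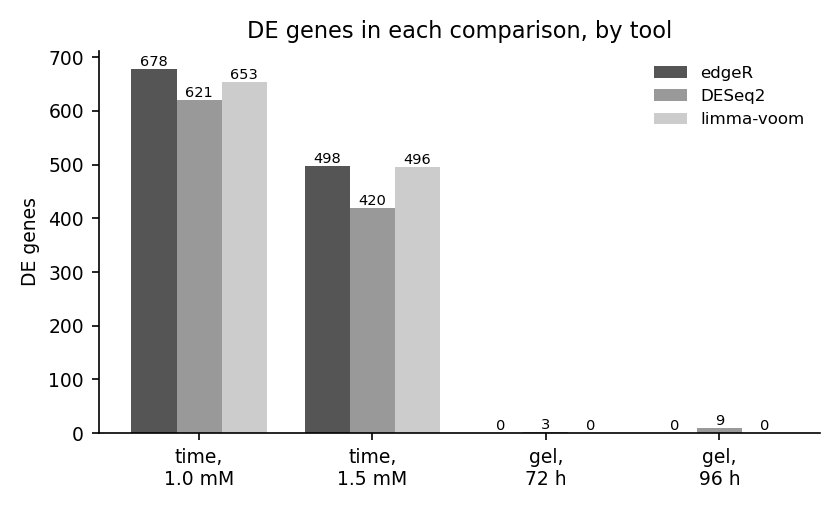
Number of DE genes in each of the 4 pairwise comparisons with edgeR, DESeq2 and limma-voom, at an adjusted p below 0.05 and an absolute log2 fold change above 1. The comparisons of embedding time give 420 to 678 genes and those of gel concentration 0 to 9.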

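*Dppa5a* (ENSMUSG00000060461) lies on chromosome 9 of mm10 from 78367052 to 78368177. In 1.0 mM gels its level was 6.55 ± 1.29 CPM (SD, n = 3) after embedding at 72 h and 43.2 ± 6.29 CPM (SD, n = 3) at 96 h, a log2 fold change of -2.71 (SE 0.160, edgeR adjusted p = 2.00e-05). In 1.5 mM gels, the levels were 5.56 ± 0.879 and 30.8 ± 3.41 CPM, a log2 fold change of -2.48 (SE 0.139, adjusted p = 1.03e-04). *T* (ENSMUSG00000062327), the gene of BRA, lies on chromosome 17 from 8434423 to 8442496. It went the other way, from 112 ± 23.2 CPM at 96 h to 251 ± 34.3 CPM at 72 h in 1.0 mM gels (log2 fold change 1.17, SE 0.141, adjusted p = 6.04e-04). It was at 75.6 ± 6.79 CPM in 1.5 mM gels at 96 h and 203 ± 24.9 CPM at 72 h (log2 fold change 1.42, SE 0.0974, adjusted p = 2.60e-04). *Hoxa3* (ENSMUSG00000079560), on chromosome 6 from 52169062 to 52213115, was at 7.08 ± 0.563 CPM at 72 h and 22.2 ± 2.58 CPM at 96 h in 1.0 mM gels, a log2 fold change of -1.64 (SE 0.133, adjusted p = 7.63e-05). In 1.5 mM gels it was at 7.83 ± 1.43 and 19.3 ± 2.24 CPM, a log2 fold change of -1.30 (SE 0.152, adjusted p = 0.00214). For each of the 3 genes, the libraries of the embedding times did not overlap in either gel, as chance would give in 10% of comparisons of 3 with 3 libraries. All 3 genes stayed DE in the same direction under each of the 16 alternatives, with log2 fold changes in 1.0 mM gels from -2.87 to -2.59 for *Dppa5a*, from 1.05 to 1.34 for *T* and from -1.70 to -1.54 for *Hoxa3*. The 5 genes chosen in advance from the paper also include *Sox2*, stained for in this experiment, and *Foxc1*, stained for in the experiment with ultra-soft gels. All 5 had an adjusted p below 0.05 in either gel, and the count was the same when adjusted over the list alone.

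**Figure D3:**
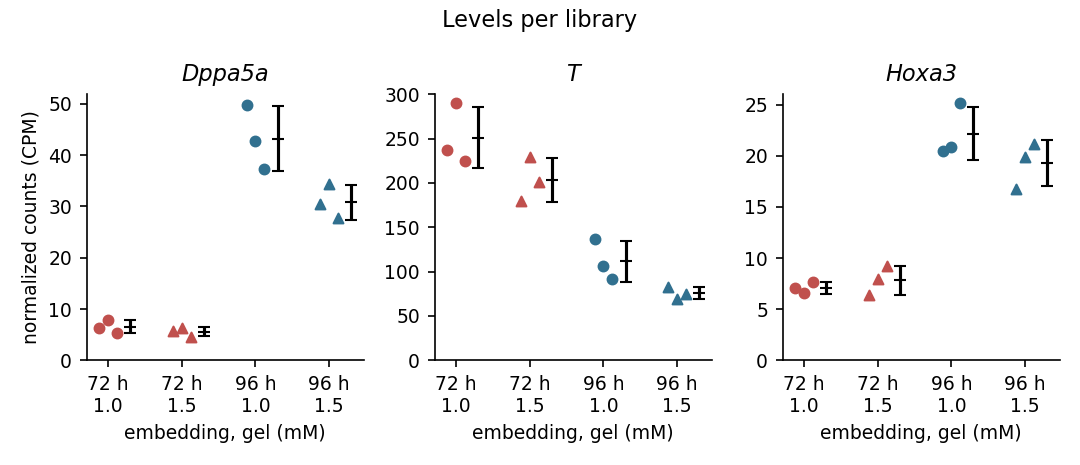
Levels of *Dppa5a*, *T* and *Hoxa3* in CPM in each library, by embedding time and gel concentration, with bars for the mean ± SD of 3 libraries. *Dppa5a* and *Hoxa3* sit lower after embedding at 72 h (means of 5.56 to 7.83 CPM) than at 96 h (19.3 to 43.2 CPM), and *T* sits higher (203 and 251 CPM against 75.6 and 112 CPM).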

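Among gastruloids embedded at 72 h, the log2 fold change of *T* between 1.5 mM and 1.0 mM gels was -0.30 (SE 0.118, edgeR adjusted p = 0.698), from 251 to 203 CPM, a difference somewhat above the SD of the replicates. *Sox2* (ENSMUSG00000074637), on chromosome 3 of mm10 from 34650405 to 34652461, was at 20.7 ± 2.89 CPM (SD, n = 3) in 1.0 mM and 21.6 ± 1.60 CPM in 1.5 mM gels, a log2 fold change of 0.06 (SE 0.127, adjusted p = 0.922). *Foxc1* (ENSMUSG00000050295), on chromosome 13 from 31806633 to 31812476, was at 172 ± 37.2 CPM in 1.0 mM and 189 ± 17.7 CPM in 1.5 mM gels (log2 fold change 0.14, SE 0.144, adjusted p = 0.842). The signs of both changes turned without replicate 1 of the 1.0 mM gels, to -0.03 for *Sox2* and -0.02 for *Foxc1*, and that of *Sox2* also without replicate 1 of the 1.5 mM gels (-0.01). The log2 fold changes of *Dppa5a* (-0.24, adjusted p = 0.796 in edgeR) and *Hoxa3* (0.15, adjusted p = 0.862) were within the spread of the replicates. None of the 5 genes had an adjusted p below 0.05 between the gels at 72 h when adjusted over the list alone, where the smallest was 0.139. At 96 h, however, *T* was lower in 1.5 mM gels (log2 fold change -0.56, SE 0.121, edgeR adjusted p = 0.166), and so was *Dppa5a* (-0.49, SE 0.112, adjusted p = 0.189). Across both embedding times, the log2 fold changes were -0.43 for *T* (SE 0.0992, edgeR adjusted p = 0.125) and -0.38 for *Dppa5a* (SE 0.111, adjusted p = 0.170). Over the alternatives, the adjusted p at 96 h ran from 3.48e-11 to 0.607 for *T* and from 4.64e-05 to 0.585 for *Dppa5a*. The ranges across both embedding times were 5.88e-10 to 0.292 and 0.00417 to 0.391. The authors' DESeq2 adjusted p at 96 h was 0.00147 for *T* and 0.0122 for *Dppa5a*. Adjusted over the list alone, 2 of the 5 genes had an adjusted p below 0.05 in each of these comparisons, with a smallest value of 0.00241 at 96 h and 0.00285 across both embedding times. By contrast, embedding time changed *Sox2* (log2 fold change -0.58 in 1.0 mM gels, adjusted p = 0.0280 in edgeR) and *Foxc1* (-0.63, adjusted p = 0.0133), neither by enough to be called DE. In 1.5 mM gels the changes with embedding time were -0.42 for *Sox2* (adjusted p = 0.0178 in edgeR) and -0.44 for *Foxc1* (adjusted p = 0.00679). Over the 16 alternatives, the adjusted p of *Sox2* ran from 1.31e-04 to 0.113 in 1.0 mM and from 0.00397 to 0.0688 in 1.5 mM gels, above 0.05 without replicate 1 or 2 embedded at 72 h or replicate 1 or 3 embedded at 96 h in 1.0 mM gels, and without replicate 2 or 3 embedded at 72 h or replicate 3 embedded at 96 h in 1.5 mM gels. For *Foxc1* the adjusted p ran from 1.35e-09 to 0.0541 in 1.0 mM gels, the latter without replicate 3 embedded at 96 h, and from 9.41e-06 to 0.0361 in 1.5 mM gels. Both genes kept their direction in these alternatives. At this depth, edgeR recovered 93.5% of 200 simulated changes in the comparison of the gels at 72 h, 99% of the changes of 3 log2 units and 88% of those of 1.5 log2 units. With 200 genes changed together, the adjusted p is easier to pass than with a few. Smaller changes were not simulated, so these shares do not tell whether changes of the sizes given above would be found.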

Surprisingly, the inability of gastruloids embedded at 72 h in 1.5 mM gels to form a BRA/SOX2 pole did not correspond to significant transcriptional changes, as their global gene expression profiles were similar to those of gastruloids that successfully formed poles in 1.0 mM gels. Furthermore, embedding at 72 h induced major transcriptional changes irrespective of whether polarization was maintained (1.0 mM) or disrupted (1.5 mM). This unexpected result contrasts with the assumption that morphological polarization and transcriptional programs are tightly coupled, revealing instead that mechanical constraints can disrupt one without significantly affecting the other. These findings reveal that patterning and transcription can vary independently, providing strong evidence for their uncoupling under specific mechanical conditions.

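The comparisons of embedding time in 1.0 mM and in 1.5 mM gels shared 272 DE genes. All 272 changed in the same direction, 117 higher and 155 lower after embedding at 72 h. With 15426 genes tested in both gels, 19.5 shared genes would be expected by chance. The number was 250 with DESeq2 and 262 with limma-voom, and it moved most without a fold-change threshold, to 858 genes. Of the 406 genes that were DE in 1.0 mM gels only, 360 were tested in 1.5 mM gels and 347 of these had the same sign there. Of the 226 genes that were DE in 1.5 mM gels only, 193 of the 205 tested in 1.0 mM gels had the same sign. Across the genes tested in both gels, Pearson's r between the 2 sets of log2 fold changes was 0.750, with the caveat that genes are not independent replicates. It was 0.725 with limma-voom on the same genes, and 0.263 with DESeq2 over 26581 genes without the low-count filter, or 0.224 over 31406 genes with all 12 libraries in the fit. With all 12 libraries in the fit and gel concentration as a covariate, 763 of 16388 genes were DE between embedding times (edgeR), 387 higher and 376 lower. DESeq2 called 867 and limma-voom 758 genes in that comparison.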

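Whether embedding time acted differently in the 2 gels was tested as an interaction over all 12 libraries. With edgeR, 0 of 16388 genes had an interaction past the thresholds, 708 had an unadjusted p below 0.05, and both DESeq2 and limma-voom called 0 genes. Without a low-count filter edgeR called 112 genes (100 of them negative), and with the replicate number as a block it called 4. limma's camera test of the interaction passed 0.05 for several gene lists, with the smallest adjusted p, 2.26e-07, for cardiac and anterior mesoderm genes. For that list limma's fry test gave an adjusted p of 0.666, and exact permutation of the gel labels a p of 0.065. The interaction of *T* was 0.26 on the log2 scale (SE 0.192, edgeR adjusted p = 0.953). In the same test, edgeR recovered 89.5% of 200 simulated interactions, all of 1.5 or 3 log2 units and present together. Fewer or smaller interactions were not simulated. From the similar global expression profiles of gastruloids embedded at 72 h in either gel, the paper reasons that failure to form a BRA/SOX2 pole in 1.5 mM gels went without significant transcriptional changes. Together with the major changes after embedding at 72 h whether polarization was maintained or disrupted, it concludes that patterning and transcription can vary independently of each other.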

Together, these results demonstrate that while polarization and transcriptional profiles are generally robust to mechanical constraints, their establishment can be selectively disrupted by the timing and stiffness of embedding. This uncoupling of polarization and gene expression highlights the distinct regulatory mechanisms underlying gastruloid patterning and transcriptional programs.

### Impaired cell motility in dense gel confinement

The minimal differences in transcriptional profiles between gastruloids embedded at 72 h in 1.0 mM and 1.5 mM gels (Fig. 3C,D) contrasted sharply with their differing abilities to form a BRA/SOX2 pole (Fig. 3A,B). 

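A comparison of 6 libraries per gel pooled both embedding times, with embedding time as a covariate. There, 1 of 16388 genes was DE between 1.5 mM and 1.0 mM gels (edgeR), with 5 genes past the adjusted p alone and 2075 genes at an unadjusted p below 0.05. The gene was *Egr1* (ENSMUSG00000038418), on chromosome 18 of mm10 from 34859823 to 34864984, an immediate-early gene that responds within minutes to stress and growth factors. Its log2 fold change was -2.17 (SE 0.319, adjusted p = 0.0257), from 76.7 ± 32.9 CPM (SD, n = 3) in 1.0 mM to 16.4 ± 6.68 CPM in 1.5 mM gels after embedding at 72 h. After embedding at 96 h, it went from 69.8 ± 53.5 CPM to 16.0 ± 5.57 CPM. Within a single embedding time, its edgeR adjusted p was 0.423 at 72 h and 0.129 at 96 h. Over the 19 alternatives, its log2 fold change in the pooled comparison stayed between -2.33 and -1.81 and its adjusted p between 3.84e-180 and 0.0876. In 6 of them, limma-voom and 5 that left out 1 library, it was not DE. The number of DE genes was 9 with DESeq2 and 0 with limma-voom. It was 40 without a low-count filter (26 higher in 1.5 mM gels) and 7 with the replicate number as a block (1 higher). It was 8 without replicate 1 embedded at 72 h in 1.5 mM gels, and 2 without replicate 3 embedded in 1.0 mM gels at 72 h or at 96 h. It was 0 without replicate 1 embedded at 72 h in 1.0 mM gels, and 0 without replicate 2 or replicate 3 of the 1.5 mM gels at either embedding time.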

Recall that 1.5 mM corresponds to a stiffness of approximately 300 Pa, and that there is an order of magnitude in difference in stiffness between 1.0 mM and 1.5 mM gels (Fig. 1B, Fig. S1A). This discrepancy suggested that defects in BRA/SOX2 pole establishment could arise from differences in cell motility, likely due to the increased mechanical constraints build-up in stiffer gels.

Long-term imaging and tracking of freely floating gastruloids is often hindered by translational and rotational movement during development. Embedding gastruloids in hydrogels, however, significantly reduces movement, even in ultra-soft hydrogels that support elongation (Fig. 4A, Movies 1, 2). This stabilization enables high-resolution imaging without requiring extensive image registration, addressing a major limitation of current imaging workflows. Existing solutions, such as micro-wells or holders, often impose size constraints or require labor-intensive post-processing steps (Beghin et al., 2022; Samal et al., 2020; Oksdath Mansilla et al., 2021; Hashmi et al., 2022). For example, Hashmi et al. (2022) improved live imaging of gastruloids using micro-wells but required the reduction of gastruloid size to ∼50 cells, compared to the ∼300 cells in the classical protocol optimized for symmetry breaking and axis elongation (van den Brink et al., 2014). By contrast, our hydrogel-embedding approach is compatible with gastruloids of any size or developmental timing, allowing the use of the optimally defined number of seeded cells to study AP axis formation and produce the full range of cell populations described in the gastruloid system (Bennabi et al., 2024; Fiuza et al., 2024; van den Brink et al., 2014). This user-friendly system facilitates long-term imaging without altering gastruloid development. Using gastruloids with a low proportion of H2B-iRFP-expressing cells, we successfully tracked individual cell movements without the need for complex image registration (Fig. 4B, Fig. S10A,B).

**Fig. 4.**
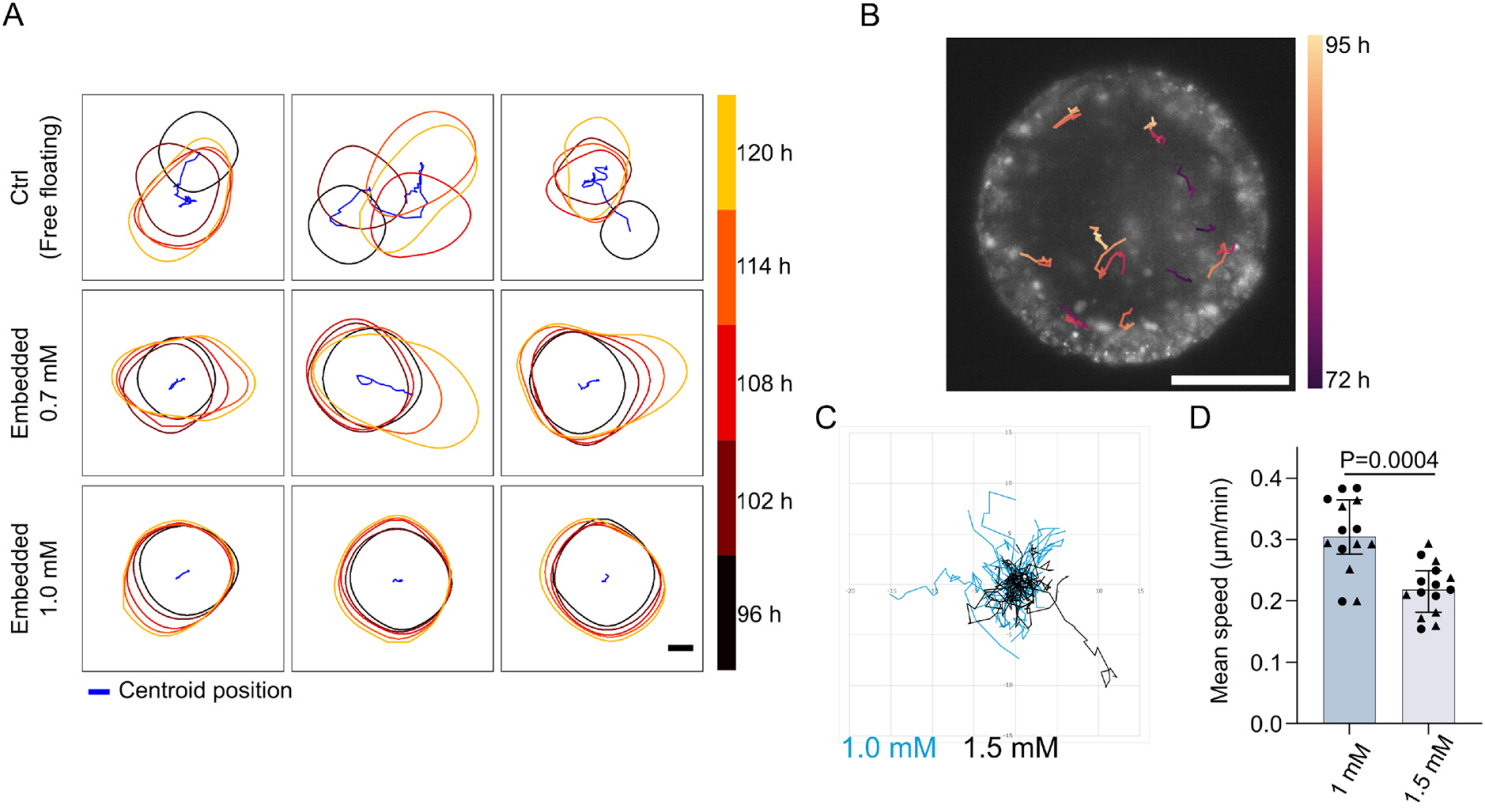
**Impaired cell motility in dense gel confinement.** (A) Outlines of developing gastruloids from 96 h to 120 h (five time points encoded by color) post seeding under control (Ctrl, freely floating) or embedded (0.7 mM or 1.0 mM) conditions. The trajectory of the gastruloid centroid is shown in blue. Scale bar: 100 µm. (B) Color-coded tracks of cell migration in a gastruloid embedded in a 1.0 mM gel, imaged from 72 h to 95 h post seeding. The image shows H2B-iRFP fluorescence at 95 h post seeding. Scale bar: 100 µm. (C) Trajectories aligned to start at (0,0), from cells expressing H2B-iRFP in gastruloids embedded in 1.0 mM gel (blue) or in 1.5 mM gel. (D) Mean cell speed for tracks with durations ranging from 3 h20 min to 8 h20 min, comparing conditions of 1.0 mM and 1.5 mM gel embedding. Data points represent individual tracks from two gastruloids per condition (triangle and circle symbols). Sample sizes: 1.0 mM, *n=*14; 1.5 mM, *n=*15. Statistics: Mann–Whitney test. Experiment performed in one replicate, with two gastruloids per condition. Error bars represent interquartile range, bar represents median value.

To investigate whether impaired cell migration could explain the defects in BRA/SOX2 pole formation observed in 1.5 mM gels, we conducted live imaging and cell tracking in gastruloids embedded at 72 h in either 1.0 mM or 1.5 mM hydrogels. Imaging was performed using the LS2 Viventis system, with adaptations to the gel embedding protocol to accommodate the sample holder (see Materials and Methods). Gastruloids were generated using a mixture of cells expressing either a *Bra* reporter (TProm-mVenus) or a nuclear marker (H2B-iRFP), enabling cell migration tracking and confirmation of BRA expression patterns.

Tracking over several hours revealed that cells in organoids embedded in 1.0 mM gels appeared more exploratory and migrated further than those in 1.5 mM gels (Fig. 4C), with the latter condition exhibiting significantly lower mean cell migration speeds (Fig. 4D). As the organoids grew during the acquisition period – with more growth observed in 1.0 mM gels – we measured radial growth rates to exclude the possibility that differential growth contributed to the observed differences in cell migration speeds. Radial growth was minimal (1.0 mM: 0.015±0.002 µm/min; 1.5 mM: 0.004±0.006 µm/min) and could not account for the substantial reduction in cell migration speed (Fig. 4D). Surprisingly, other metrics used to characterize cell migration, such as confinement ratio, directional change rate or mean squared displacement (MSD), did not show any significant differences between the two conditions (Fig. S10C-G).

These results suggest that the inability of gastruloids embedded in 1.5 mM gels to establish a BRA/SOX2 pole is not due to transcriptional changes but rather to impaired cell motility and morphogenesis within the mechanically constrained environment. 

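Lists of genes chosen in advance were compared between 1.5 mM and 1.0 mM gels at 72 h with limma's camera test, at a preset inter-gene correlation of 0.01 and adjusted over 79 tests of 20 lists in 4 comparisons. The RNA was taken at the end of culture, whereas the paper tracked cells within a day of embedding at 72 h, in gastruloids of reporter cell lines. These values therefore do not give expression at the time motility was measured. Genes of epithelial-to-mesenchymal transition and migration were slightly higher in 1.5 mM gels, with a median log2 fold change of 0.20 over 15 genes, 11 of them higher (camera adjusted p = 0.0213, 2.15e-04 to 0.668 over the alternatives). Without replicate 2 of the 1.0 mM gels the median was 0.06, and the list was called in 4 of the 6 tests that left out 1 library, a choice made after the values were seen. Targets of SRF and of actin dynamics had a median log2 fold change of -0.01 over 14 genes (limma adjusted p = 0.883). For targets of YAP and TAZ the median was -0.05 over 23 genes (adjusted p = 0.240 in limma). Matrix metalloproteases had a median of -0.04 over 10 genes, with a mean and a test that went the other way (0.06, limma adjusted p = 0.883). Mitotic genes had a median of 0.08 over 15 genes (limma adjusted p = 0.112). Feedback targets of Wnt signaling had a median of 0.04 over 10 genes and a mean of -0.07 (limma adjusted p = 0.990). No gene of these 6 lists had an adjusted p below 0.05 over all genes tested. When adjusted over the list alone, 2 targets of YAP and TAZ did, with log2 fold changes below the threshold for DE, and 0 genes of the other 5 lists. At 96 h, the targets of YAP and TAZ were lower in 1.5 mM gels (median -0.11, limma adjusted p = 0.0242, 0.00832 to 0.542 over the alternatives, called in 4 of the 6 tests that left out 1 library), and their difference between embedding times had a two-sided exact permutation p of 0.76. The other 5 lists had medians from -0.05 to 0.06 at 96 h, and none was called.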

By altering the mechanical properties of the hydrogel, we were able to disrupt polarization and morphogenetic processes while preserving transcriptional profiles, underscoring the crucial role of cell migration in BRA/SOX2 pole formation.

## DISCUSSION

This study addresses a key challenge in developmental biology: disentangling the mechanical and chemical contributions of the environment to gastruloid development, an issue often confounded by the variability and undefined composition of traditional matrices such as Matrigel. By employing a bioinert hydrogel system with tunable stiffness and embedding timing, we provide a precise platform for probing how external mechanical constraints influence developmental processes, including elongation, polarization, and transcriptional regulation.

We demonstrated that gastruloids embedded in ultra-soft hydrogels (*<*1.0 mM) elongate robustly while maintaining AP axis patterning and transcriptional profiles similar to controls. This finding highlights the capability of our system to support nearly unaffected developmental processes in a mechanically controlled environment. Beyond developmental outcomes, the hydrogel's stability minimizes sample movement during live imaging, enabling precise long-term tracking of gastruloid dynamics. Unlike existing solutions, such as micro-wells, which often impose size constraints or require extensive image registration, our hydrogel platform works irrespective of gastruloid size or developmental timing, allowing the use of optimal cell numbers for studying axis formation (Van Den Brink et al., 2014; Bennabi et al., 2024; Fiuza et al., 2024). Furthermore, the bioinert nature of our hydrogel enables the disentangling of mechanical and chemical effects, while its modular design allows for functionalization to explore cell–ECM interactions systematically.

A key finding of this study is the decoupling of transcriptional profiles and AP axis patterning under specific mechanical constraints. Embedding in stiffer hydrogels disrupted polarization without altering transcriptional profiles, while earlier embedding significantly affected transcription independently of polarization defects. For example, altering embedding timing impacted the expression of key developmental genes such as *Bra*, without disrupting polarized patterning. This suggests that the transcriptional program proceeds autonomously within each cell, relying on local or short-range cues rather than long-range gradients. 

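Across both gels, the log2 fold change of *T* after embedding at 72 h was 1.298 (SE 0.100, edgeR adjusted p = 6.44e-07). Gene lists were then compared between embedding times in the same way as between gels. Of the 79 camera tests over all 4 comparisons, 30 were called at an adjusted p below 0.05. For embedding time these were 8 of 20 in 1.0 mM and 8 of 20 in 1.5 mM gels, and the others were between gels. The number called moved most with an inter-gene correlation estimated from the data, under which 0 of the 79 tests were called. With fry, which keeps the correlation between genes, 8 tests were called: naive pluripotency genes and both sets of anterior and trunk Hox paralogues in both gels, somite genes in 1.0 mM gels, and posterior genes in 1.5 mM gels. Naive pluripotency genes were lower after embedding at 72 h, with a median log2 fold change of -1.69 in 1.0 mM (camera adjusted p = 2.61e-12) and -1.39 in 1.5 mM gels. Hox paralogues 1 to 4 had medians of -1.37 and -1.17 in 1.0 mM and 1.5 mM gels (limma adjusted p = 4.79e-10 and 5.03e-08), and paralogues 5 to 8 had medians of -2.48 and -2.46. The latter had 7 and 5 genes tested and a low mean level after embedding at 72 h (-1.51 and -1.70 log2 CPM). Somite genes had a median of -1.43 in 1.0 mM gels with 0 of 14 higher, and of -0.71 in 1.5 mM gels. Cardiac and anterior mesoderm genes were higher, 10 of 10 in either gel, with a median of 2.56 in 1.0 mM (limma adjusted p = 3.01e-08) and 1.01 in 1.5 mM gels (limma adjusted p = 0.00306). Adjusted over the list alone, 10 of the 10 cardiac genes in 1.0 mM and 7 in 1.5 mM gels had an adjusted p below 0.05, against 10 and 5 over all genes. For naive pluripotency these counts were 13 of 15 genes in 1.0 mM and 12 in 1.5 mM gels, against 13 and 11 over all genes. Endoderm genes were called higher in 1.0 mM gels only (median 0.50 against 0.15), and endothelial genes were called lower in 1.5 mM gels only (median -0.57 against -0.37). The difference between the gels in these effects was not past a threshold of 0.05 for either list by permutation (two-sided exact permutation of the gel labels, p = 0.225 and 0.36). Camera's test of the interaction passed it for both (adjusted p = 0.0125 and 0.0134), while fry's did not (adjusted p = 0.842 for each), so the tests disagree. Smaller shifts were called in both gels for hypoxia and glycolysis genes (medians of 0.28 and 0.30) and p53 targets (0.29 and 0.40). Each library was also left out in turn in the camera tests, a choice made after the values were seen. Naive pluripotency, somite, cardiac, endoderm and both sets of Hox genes stayed called in each gel named above, although the cardiac median in 1.5 mM gels was 0.67 without replicate 1 embedded at 72 h and the endoderm median in 1.0 mM gels 0.27 without replicate 3 embedded at 96 h. Endothelial genes were called in 3 of 6 such tests in 1.5 mM gels, with a median of -0.33 without replicate 2 embedded at 72 h, and they were called in 1.0 mM gels without replicate 1 embedded at 72 h (median -0.48). Endoderm genes were called in 1.5 mM gels without replicate 3 embedded at 72 h (median 0.18). Hypoxia and glycolysis genes were called in 4 of 6 tests in either gel, with medians of 0.10 without replicate 1 embedded at 72 h in 1.0 mM gels and 0.12 without replicate 3 embedded at 96 h in 1.5 mM gels. For p53 targets the count was 4 of 6 in 1.0 mM gels, where the median was 0.18 without replicate 2 embedded at 72 h, and 6 of 6 in 1.5 mM gels, where it was 0.25 without replicate 1 embedded at 96 h. The lists of posterior and neuromesodermal, presomitic, neural tube, germ-cell-like, immediate-early, mitotic, metalloprotease, migration, SRF, YAP and TAZ, and Wnt genes were not called by camera in either gel, with medians from -0.16 to 0.19, although fry called the posterior list in 1.5 mM gels. Among them the median, the mean and the test differed in sign for migration and Wnt genes in both gels, for germ-cell-like, neural tube and posterior genes in 1.0 mM gels and for SRF targets in 1.5 mM gels.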

Two other studies recently reported alterations in morphogenesis decoupled from transcriptional changes further supporting this view (Mayran et al., 2023 preprint; Bennabi et al., 2024). These findings challenge conventional views of tight coordination between transcription and patterning and raise new questions about how these processes interact under distinct mechanical conditions.

We also identified cell motility as a key factor in polarization, likely mediated through cell sorting and aggregation mechanisms. Gastruloids embedded in stiffer hydrogels (1.5 mM) exhibited significantly reduced cell motility compared to those in softer gels (1.0 mM), potentially explaining their inability to establish a BRA/SOX2 pole. Increased cell density in stiffer hydrogels may contribute to this reduction in motility. However, additional factors are likely involved, including altered cytoskeletal dynamics, signaling pathways, and changes in cell adhesion properties (Cermola et al., 2022; Underhill and Toettcher, 2023; de Jong et al., 2024; Anlas et al., 2024; Mayran et al., 2023 preprint). These mechanisms are consistent with the presence of a cell-sorting process, as emphasized in several recent studies (McNamara et al., 2024; Mayran et al., 2023 preprint; Gsell et al., 2025; Oriola et al., 2024 preprint). Together, these findings underscore the importance of cell migration in axis polarization and highlight the value of our platform for dissecting how mechanical constraints shape cell behavior and morphogenesis.

The modularity of our bioinert hydrogel embedding assay enables systematic dissection of the chemical and physical factors influencing gastruloid development. Notably, gastruloids embedded in 1.0 mM gels (30 Pa) – a stiffness close to that of the tissue itself (Oriola et al., 2024 preprint) – did not elongate, whereas robust elongation has been reported in Matrigel at concentrations up to 9 mg/ml (80 Pa) (Van Den Brink et al., 2020). This apparent discrepancy likely reflects differences in matrix properties: our gel is fully bioinert, lacking adhesion sites and resisting degradation, while Matrigel contains ECM components that support adhesion, remodeling, and proteolytic breakdown (Kleinman and Martin, 2005). As a result, the effective stiffness of Matrigel likely decreases over time, whereas our system maintains a stable and well-defined mechanical environment throughout development.

Furthermore, the same hydrogel chemistry allows systematic tuning of stiffness by varying the concentration of reactive groups, enabling broad modulation of mechanical properties while maintaining constant biochemistry. Efficient crosslinking yields dilute yet stable networks, even at low polymer content. A key physical parameter of the gel is its mesh size, which ranges from approximately 110 nm in the softest gels (0.7 mM) to 24 nm in the stiffest (1.5 mM), based on theoretical estimates (Tsuji et al, 2018). These values remain well above the hydrodynamic radius of most signaling molecules and nutrients (Armstrong et al., 2004), suggesting that passive diffusion is not fully impeded. However, because diffusion coefficients scale with the square of mesh size (Moncure et al., 2022), transport of secreted or exogenous factors is expected to slow down in stiffer gels. These potential diffusion limitations may influence directional cell migration or local signaling dynamics, particularly under the highest stiffness conditions. Nonetheless, our transcriptomic analyses revealed no significant effect of stiffness on global gene expression or cell-type composition, indicating that differences in diffusion likely do not propagate to the level of whole-gastruloid patterning.

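Between 1.5 mM and 1.0 mM gels, 14 of the camera tests of gene lists were called, 5 at 72 h and 9 at 96 h, and none of them was called by fry or with an estimated inter-gene correlation. Hypoxia and glycolysis genes, listed because the paper discusses slower diffusion in stiffer gels, had a median log2 fold change of -0.16 at 72 h (19 features, 5 higher, limma adjusted p = 0.198) and of -0.21 at 96 h (limma adjusted p = 0.0228). At 72 h, endoderm genes were lower in 1.5 mM gels, with a median of -0.29 and 0 of 14 genes higher (camera adjusted p = 1.68e-06, 7.16e-08 to 0.542 over the alternatives). Somite genes had a median of 0.28 with 12 of 14 higher (limma adjusted p = 0.00853), and cardiac and anterior mesoderm genes a median of -0.31 with 0 of 10 higher (limma adjusted p = 0.0492). The cardiac list was no longer called when RLE replaced TMM normalization. At 96 h, cardiac genes went the other way, with a median of 0.99, or 0.49 without replicate 3 of the 1.0 mM gels, and 10 of 10 higher (limma adjusted p = 4.32e-05), and somite genes too, with a median of -0.28 and 0 of 14 higher (limma adjusted p = 0.00329). The differences between the embedding times in these effects had two-sided exact permutation p of 0.065 for the cardiac list and 0.135 for the somite list. Camera's test of the interaction passed 0.05 for both (adjusted p = 2.26e-07 and 2.97e-05), while fry's did not (adjusted p = 0.666 for each). Naive pluripotency genes were lower in 1.5 mM gels at 96 h (median -0.46, 1 of 16 higher, limma adjusted p = 7.47e-07), as were Hox paralogues 1 to 4 (median -0.28) and 5 to 8 (median -0.54), and endothelial genes were higher (median 0.20, 13 of 14 higher). Naive pluripotency genes had a median of -0.12 at 72 h. Immediate-early genes were lower in 1.5 mM gels at both embedding times, with medians of -0.63 (0 of 13 higher, limma adjusted p = 3.75e-10) at 72 h and -0.50 (1 of 13 higher, limma adjusted p = 3.80e-05) at 96 h. Adjusted over the list alone, 9 immediate-early genes at 72 h and 7 at 96 h had an adjusted p below 0.05, against 0 over all genes. The immediate-early list was highest in replicate 1 in 4 of the 4 groups, and its mean difference between gels (-0.91 on the log2 scale) had a two-sided exact permutation p of 0.005, the smallest of 400 assignments, which becomes 0.1 when adjusted over 20 lists, so that no single list was able to pass 0.05. Adjusted over the list alone, the count was 6 of 14 endoderm genes and 1 of 14 somite genes at 72 h, and 10 of 16 naive pluripotency and 6 of 10 cardiac genes at 96 h, each against 0 over all genes. The lists not called at either embedding time were those of germ-cell-like, posterior, presomitic, neural tube, metalloprotease, mitotic and Wnt genes and of SRF and p53 targets, with medians from -0.20 to 0.21. At 96 h, however, 5 of 11 posterior, 3 of 10 neural tube and 2 of 10 Wnt genes had an adjusted p below 0.05 over the list alone. Over all genes, 0 of them did. Each library was also left out in turn in the camera tests, a choice made after the values were seen. Endoderm genes at 72 h, immediate-early genes at both embedding times, and naive pluripotency genes, cardiac genes and Hox paralogues 1 to 4 at 96 h stayed called in 6 of 6 tests. At 72 h, the cardiac list was called in 3 of 6 tests, with a median of -0.05 without replicate 1 of the 1.0 mM gels, and the somite list in 3 of 6, with a median of 0.10 without replicate 3 of the 1.5 mM gels. At 96 h, the somite list was called in 5 of 6 tests (median -0.17 without replicate 1 of the 1.5 mM gels), endothelial genes in 4 (0.11 without replicate 3 of the 1.5 mM gels), hypoxia and glycolysis genes in 3 (-0.05 without the same library) and Hox paralogues 5 to 8 in 2 (-0.20 without replicate 1 of the 1.5 mM gels). Among the lists not called with all libraries, presomitic genes were called at 72 h without replicate 2 of the 1.0 mM gels, and posterior genes at 96 h without replicate 2 of the 1.5 mM gels. The p53 targets were called at 96 h without that library or without replicate 1 of the 1.0 mM gels. The median and the mean differed in sign for Hox paralogues 1 to 4 at 72 h (0.08 and -0.06) and for mitotic genes at 96 h.

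**Figure D4:**
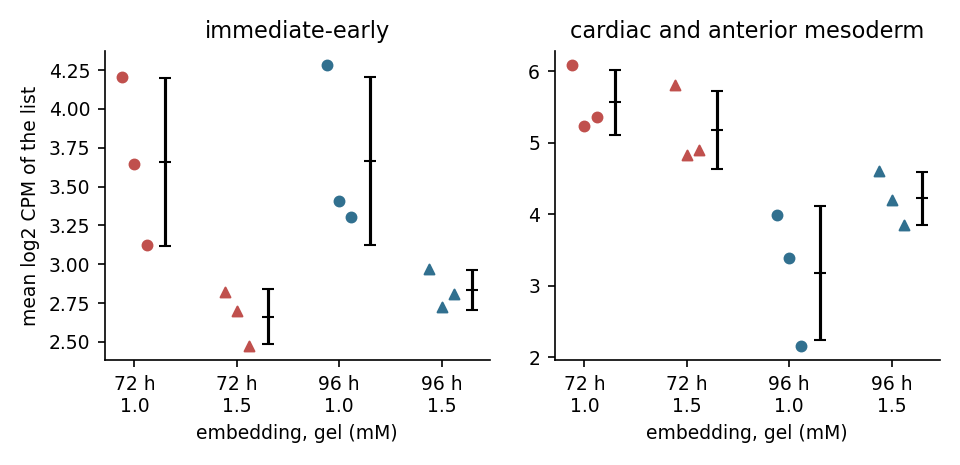
Mean log2 CPM of the immediate-early and the cardiac and anterior mesoderm list in each library, by embedding time and gel concentration, with bars for the mean ± SD of 3 libraries. The immediate-early means are 3.66 and 3.66 in 1.0 mM and 2.66 and 2.83 in 1.5 mM gels at 72 h and 96 h, and the cardiac means are 5.56 and 3.18 in 1.0 mM and 5.18 and 4.22 in 1.5 mM gels.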

While our experiments reveal important insights into the interplay of transcription, patterning and motility, they cannot definitively establish whether gene expression and patterning are entirely independent processes. The observed uncoupling may reflect specific developmental stages or conditions rather than a universal principle. Similarly, the role of motility in polarization warrants further investigation to clarify the causal relationships among these processes. Nevertheless, our hydrogel system provides a robust framework to systematically test these interplays and disentangle the mechanisms underlying early development. By offering precise control over the mechanical environment, this platform opens new avenues for probing the regulatory principles that guide embryogenesis.

## MATERIALS AND METHODS

### Cell culture

mESCs were cultured in 6-well plates (TPP) coated with 0.1% gelatin in water, in a humidified incubator (5% CO_2_, 37°C). Cell culture media was prepared as follows: DMEM 1X+Glutamax (Fisher, 11584516) supplemented with 10% Decomplemented fetal bovine serum (FBS) (Gibco, 11573397; decomplemented 30 min at 56°C), 1× non-essential amino acids (NEAA; Gibco, 11140-035), 1 mM sodium pyruvate (Gibco, 11360-039), 1% Penicillin-Streptomycin (Gibco, 15140122), 100 µM 2-mercaptoethanol (Gibco, 31350-010), 10 ng/ml leukemia inhibitory factor (LIF; Miltenyi Biotec, 130-099-895), 3 µM CHIR 99021 (GSK3 inhibitor; Sigma-Aldrich, SML1046), 1 µM PD 035901 (MEK inhibitor; Sigma-Aldrich, PZ0162). Cells were passaged every other day (detached using trypsin), and experiments were done using cells that were kept in culture for at least two passages or 5 days after thawing. Cells were tested for *Mycoplasma* contamination using the Eurofins *Mycoplasma* check on a regular basis.

Unless stated otherwise, experiments were performed using the 129/svev mESC line (commercially available from EmbryoMax).

### Cell line generation

The other cell lines used (TProm-mVenus and TProm-mVenus/H2B:iRFP) were generated at EPFL. To generate the Tprom-mVenus cell line, a region of 1392 bp surrounding the brachyury gene was selected to monitor the activity of the brachyury promoter (see Fig. S11). For the transgenic assay, a sequence (see supplementary Materials and Methods) was inserted by Gateway cloning (LR reaction) into the SIF-seq construct (Dickel et al., 2014; Addgene plasmid #51292: pSKB1-GW-hsp68-Venus-H19).

To form the crRNA:tracrRNA duplex, Alt-R CRISPR-Cas9 crRNA (guide sequence: GTTTTAAGATTTCTTTATGG, ordered from IDT) and Alt-R CRISPR-Cas9 tracrRNA (IDT) were hybridized in equimolar concentration in nuclease-free IDTE buffer (44 µM) by incubation at 95°C for 5 min and allowed to cool at 15-25°C on the bench top. The crRNA:tracrRNA duplex were then used to form the RNP complex with a final concentration of 18 µM of Alt-R Cas9 enzyme (previously diluted in Resuspension buffer R from the Neon System kit) and 22 µM of crRNA:tracrRNA duplex. The RNP complex was incubated for 15 min at 15-25°C.

ESCs (E14tg2a) were thawed and kept for one passage. They were then dissociated and washed twice with PBS. Then, 400,000 cells were resuspended in 22 µl of buffer R (Neon System kit) with 2 µl of RNP complex solution and 4 µg of the SIF-seq construct containing the 1392 bp near the brachyury promoter (indicated above). Cells were electroporated with the Neon electroporation system (with 1100 V, 20 ms and 2 pulses settings) and seeded in a 6 cm Petri dish with 3 ml of DMEM media. Media was renewed the next day. Medium was replaced 24 h later by DMEM complemented by adding 1× HAT selection supplement (Gibco) media and was renewed daily for 5 days. Seventeen clones were picked and allowed to recover for 1 week in DMEM medium supplemented with HT. These were analyzed by PCR (mVenus FWD: caccatggtgagcaagggcgag; mVenus REV: ttctgctggtagtggtcggcga; Ampicillin FW: ctgcaactttatccgcctcc; Ampicillin REV: gtgcacgagtgggttacatc).

Clones positive for the presence of mVenus and the absence of ampicillin were amplified and independently verified.

To add H2B:iRFP fluorescent protein, 2 µg of pCAG-H2BtdiRFP-IP (gift from Maria-Elena Torres-Padilla, Addgene plasmid #47884; RRID: Addgene 47884) was transfected in 300,000 brachyury promoter reporter E14tg2a using FuGENE (Promega). Media was changed the following day, and 24 h later puromycin selection was performed over 5 days. The pool of resistant colonies (*>*1000 colonies) was allowed to grow and was passaged as a pool.

### Gastruloid generation

Gastruloids were generated as described by Beccari et al. (2018). The N2B27 medium was prepared every 3 weeks in-house using 250 ml DMEM/F12+GlutaMax (Gibco, 10565018), 250 ml Neurobasal (Gibco, 21103049), 2.5 ml N2 (Gibco, 17502-048), 5 ml B27 (Gibco, 17504-044), 1× NEAA (Gibco 11140035), 1 mM sodium pyruvate (Gibco, 11360-039), 100 µM 2-mercaptoethanol (Gibco, 31350-010), 1% Penicillin-Streptomycin (Gibco, 15140-122), 2.5 ml Glutamax (Gibco, 35050061). Gastruloids were generated by manually seeding 300 cells per well in Costar Low Binding 96-well plates (Corning, 7007), in a volume of 40 µl per well. After 48 h of aggregation, spheroids were exposed to a 24 h pulse of Wnt agonist by adding 150 µl of 3 µM CHIR 99021 (CHI in the text) in N2B27 to each well, unless stated otherwise. N2B27 media was then changed every 24 h by replacing 150 µl of media per well until 120 h. For gastruloids in hydrogels, the media was also replaced every 24 h.

### Gel embedding

Gastruloids were embedded in hydrogels 72 h or 96 h after seeding, then left to grow until 120 h. For gastruloid embedding, 20-30 gastruloids were collected from a 96-well plate and left to sediment in a Falcon tube. Meanwhile, gel components were prepared, following the proportions of the manufacturer of the 3-D Life Dextran-PEG Hydrogel FG (Cellendes, FG90-1, containing the components PEGLink, Dextran-Maleimide and CB Buffer pH 5.5) to reach the indicated function concentrations, setting 50% of gastruloid suspension and a total volume of 120 µl per gel. For each gel, two tubes were prepared: one tube containing ultrapure water and PEG-Link, and one tube containing CB Buffer (pH 5.5) and gastruloid suspension in N2B27. Dextran-Maleimide was added to the second tube at the last moment, followed by a quick homogenization with the pipette, pooling of the two solutions, homogenization, then deposition of the gel mix into a glass-bottom dish (Cellvis, D35-10-1.5-N). Quickly, a membrane was deposited on top of the gel (Isopore filter, 5.0 µm membrane, 13 mm diameter; Merck, TMTP01300), followed by an adhesive ring (Delta microscopies, slide wells D70366-12) to secure the membrane. The dish was then put in the incubator for 15 min for gel formation, after which 2 ml of N2B27 was added on top, and the embedded gastruloids were kept for culture as usual. For Matrigel embedding, gastruloids were mixed with Matrigel GFR (Corning, 356230, Lot 2187005, protein concentration 13.5 mg/ml) to obtain 120 µl at the final protein concentration of 1.0 mg/ml or 2.5 mg/ml. The mixture was then poured similarly to the dextran gel mix in a dish and covered with a secured membrane and placed in the incubator. N2B27 was added after 15 min. The same Matrigel was used for the Matrigel-supplemented N2B27.

### Gel characterization

Hydrogel stiffness was measured using a rheometer (Kinexus Ultra, Malvern). Briefly, gel formation was measured by preparing the gel mix as described above, only replacing the gastruloid suspension by N2B27 media. Upon mixing, 100 µl of gel mix was deposited between the rheometer geometry (flat 20 mm diameter tool) and plate, kept at 4°C. Excess of liquid was removed. The temperature was quickly ramped up to 37°C while oscillating rotations of the mobile geometry measured the gel stiffness. Frequency and amplitude were fixed at 3 Hz and 5%. After 15 min, N2B27 was added in contact of the gel to simulate the effect of adding medium in the usual experiment. Gelling dynamics could be observed through the shear modulus measurement in live, as shown in Fig. S1. A stable plateau value was reached within 30 min.

### Bulk RNA-seq sample preparation and analysis

#### Sample generation

Gastruloids were generated and embedded as described above, and as a negative control, samples where the mESC aggregates were not submitted to a CHI pulse and left in a 96-well plate were generated. For each replicate, about 30 gastruloids were processed per condition. At 120 h after seeding, dishes containing embedded gastruloids were treated as follows: the adhesive ring was lifted, and a solution of 1:20 Dextranase (Cellendes, D10-1) in PBS (Ca^++^/Mg^++^) was added to each dish, and left *>*20 min in the incubator until gastruloids were freely moving and could be collected in a falcon tube. Gastruloids in 96-well plates (control and negative control) were collected into Falcon tubes. All gastruloids were then washed twice with cold PBS (Ca^++^/Mg^++^) before being snap-frozen in liquid nitrogen, and stored at −80°C until RNA extraction.

#### Sample processing

The RNeasy Mini kit (QIAGEN) with on-column DNase digestion was used for RNA extraction following the manufacturer's instructions. RNA quality was assessed on a TapeStation TS4200, all RNA samples showed a quality number (RIN) above 9. RNA-seq library preparation with Poly-A selection was performed with 550 ng of RNA using the Illumina stranded mRNA ligation and following the manufacturer's protocol (1000000124518 v.01). Libraries were quantified by qubit DNA HS and profile analysis was carried out on a TapeStation TS4200. Libraries were sequenced on a Novaseq 6000, with paired-end 75 bp reads.

#### Bulk RNA-seq analysis

RNA-seq preprocessing was performed using a local installation of Galaxy (The Galaxy Community, 2024). Adapter and bad quality bases were removed from fastq files using cutadapt version 4.4 (Martin, 2011) (-q 30 -m 15 -a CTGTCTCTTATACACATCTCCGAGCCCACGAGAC -A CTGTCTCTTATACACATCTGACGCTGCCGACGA). Filtered reads were aligned on mm10 using STAR version 2.7.10b (Dobin et al., 2013) with the ENCODE parameters and a custom gtf (customized gtf file from Ensembl version 102 mm10.: doi:10.5281/zenodo.7510406). FPKM were computed with cufflinks version 2.2.1.3 (Trapnell et al., 2010; Roberts et al., 2011) using –max-bundle-length 10,000,000 –multi-read-correct –library-type “fr-firststrand” -b mm10.fa –no-effective-length-correction -M mm10 chrM.gtf. For analyses, genes from mitochondrial genes were excluded. For both analyses (concentration effect and time effect), the fragments per kilobase per million mapped fragments (FPKM) values were transformed with log2(1+FPKM), and the 500 genes with the highest variance were selected. PCA was computed on these genes, and clustering was performed using 1−Pearson's correlation coefficient as distances with Ward.D2 method. Pairwise differential expression analysis was computed with DESeq2 (Love et al, 2014) on raw counts from STAR (excluding mitochondrial genes). A gene was considered as DE when the adjusted *P*-value was below 0.05 and the absolute log2 fold-change was above 1. For deconvolution, the post-process bioRxiv version RDS (R Data Serialization) file from the wild-type samples from Mayran et al. (2023) was downloaded from Gene Expression Omnibus (GEO) (GSE247509). Only cells with time at 120 h were kept. Only fates representing at least 0.2% of cells were considered. To get count values as close as possible to the 3′ counting from single-cell RNA-seq, the STAR counts from the bulk RNA-seq were converted to FPKM using EdgeR version 4.4.2. The deconvolution was computed with DWLS version 0.1.0 Tsoucas et al. (2019).

### Transmitted light imaging for morphological characterization

At 120 h after gastruloid seeding, embedded gastruloids or gastruloids cultured in 96-well plates were imaged in transmitted light using an Olympus video microscope with Olympus CellSens dimension 3.1 software, equipped with a Hamamatsu C11440-36U CCD camera with a pixel size of 5.86×5.86 µm and a 4×0.13 NA objective. Gastruloids in 96-well plates were imaged individually, whereas gastruloids in gels were imaged by tiling over the whole region of the glass-bottom dish, then performing stitching with Fiji (Schindelin et al., 2012). Embedded gastruloids could then be cropped from the large region to obtain individual TIFF images of embedded gastruloids.

Images were then processed in Python to obtain a mask of each gastruloid and measure morphological characteristics such as the gastruloid length [obtained by computing the medial axis and extending it to the organoid extremities, as described by Merle et al. (2023)], the straightness ratio (ratio between the gastruloid length and the distance between the body axis extremities), and the aspect ratio. Elongation index was computed based on the same masks obtained with the Python workflow, using a version of the ImageJ macro published by Girgin et al. (2021), adapted to work directly on masks.

### Gastruloid immunostaining

For this protocol, only PBS (Ca^++^/Mg^++^) was used, and will be called PBS in this section. Any tube, plate or pipette tip that contained gastruloids was either low binding or coated with PBSF (PBS, 10% FBS). Washes were carried out by spinning the gastruloids for 1 min at 10 ***g*** to help sedimentation, and aspirating the liquid.

Gastruloids cultured in a 96-well plate until 120 h were collected in a low-binding 15 ml Falcon tube and washed with PBS, before proceeding with 2 h fixation in 4% paraformaldehyde in PBS at 4°C. Meanwhile, embedded gastruloids were fixed as follows: N2B27 was removed from the dishes, and gels were washed with PBS before fixation in 4% paraformaldehyde in PBS at room temperature (RT) for 2 h 30 min. After fixation, samples were washed twice for 15 min each wash in PBSF at RT, and once in PBS.

Embedded gastruloids were de-embedded after this step: the adhesive ring and membrane were lifted, and dishes were incubated with 1:20 Dextranase (Cellendes, D10-1) in PBS at 37°C for *>*20 min, until gastruloids could freely move in the dish. Gastruloids were then recovered in a low-binding Falcon tube and washed with PBS.

All gastruloids were then permeabilized by incubating twice for 30 min in 13 ml of PBSFT (PBSF with 0.03% Triton X-100) at RT. Primary antibody staining was performed overnight at 4°C by incubating in a solution of primary antibodies with 1:500 DAPI (Sigma-Aldrich, D9542-5MG), in 500 µl PBSFT (per condition). The next day, gastruloids were washed twice for 20 min at RT in PBSF, once in PBS, then in PBSFT. They were then incubated overnight at 4°C with secondary antibodies, in 500 µl of mix containing 1:500 DAPI in PBSFT. Primary antibodies used were: rat anti-SOX2 (1:200; eBioscience, 14-9811-80), rabbit anti-brachyury (1:200; Abcam, ab209665), rabbit anti-FOXC1 (1:500; Abcam, ab223850). Secondary antibodies used were: donkey anti-rabbit Alexa Fluor 647 (1:500; Invitrogen, A-31573), donkey anti-rat Alexa Fluor 488 (1:500; Invitrogen, A-21208), goat anti-rat Alexa Fluor 647 (1:500; Invitrogen, A21247), goat anti-rabbit Alexa Fluor 488 (1:500; Invitrogen, A11070).

Finally, gastruloids were washed twice for 20 min each wash at RT in PBSF, then in PBS. They were then transferred to a 6-well plate filled with PBS using a cut P1000 tip, to finish washing the gastruloids and remove debris or impurities. Subsequently, gastruloids were transferred to 1.5 ml Eppendorf tubes, and all PBS was removed before resuspending in 150 µl of mounting media (50/50 PBS/Aquapolymount; Polysciences 18606-20), and transferring them to a glass-bottom dish (Cellvis, D35-10-1.5N). Gastruloids could then be moved to scatter them across the dish, and were left to sediment at the bottom of the dish for *>*24 h at 4°C, after sealing dishes with Parafilm to minimize evaporation. Samples were then sealed with a cover glass and nail polish for conservation.

For the staining of H3S10P, the protocol was modified to improve in-depth staining and imaging. Permeabilization was performed in PBS+10% FBS+0.3% Triton X-100 at RT. Primary antibody staining was performed by incubating overnight at RT in a solution of 1:500 DAPI (Sigma-Aldrich, D9542-5 mg) and 1:1000 rabbit anti-phosphohistone H3 (pSer10) (Sigma-Aldrich, H0412) in PBS+10% FBS+0.3% Triton X-100. The next day, gastruloids were washed twice for 20 min each wash at RT in PBSF, once in PBS, then in PBS+10% FBS+0.3% Triton X-100. They were then incubated overnight at RT in a solution of 1:500 DAPI (Sigma-Aldrich, D9542-5 mg), 1:500 donkey anti-rabbit Alexa Fluor 647 (Invitrogen, A-31573) and 1:500 donkey anti-rat Alexa Fluor 488 (Invitrogen, A-21208). Finally, gastruloids were washed twice and processed as for the previous mounting protocol, except for the mounting media that was replaced by RapiClear 1.47 (SunJin Labs, RC147001).

### Confocal imaging of immunofluorescence samples

Immunofluorescence samples for combined BRA and SOX2 staining were imaged using a Zeiss LSM980 inverted laser scanning confocal microscope controlled with Zen 3.3 software (Zeiss), and equipped with a 10×0.45 NA air objective (Zeiss). Images were acquired as *z*-stacks, by taking 30 slices in a 150 µm range, resulting in a voxel size of 0.22×0.22×5.00 µm. Samples were illuminated using 405/488/639 lasers diodes successively. Signal for BRA (Alex Fluor 647, detection 641-693) and SOX2 (Alexa Fluor 488, detection 509-632) was collected on two separate GaAsP-PMT detectors, and for DAPI (detection 408-501) on a Multialkali-PMT detector.

Immunofluorescence samples for combined FOXC1 and SOX2 staining were imaged using a Nikon AX inverted laser scanning confocal microscope controlled with NIS-Elements AR 5.42.06 software (Nikon), and equipped with a 10×0.45 NA air objective (Nikon) and 405/488/561/640 lasers. Signal for FOXC1 (Alexa Fluor 488, detection 503-541), SOX2 (Alexa Fluor 647, detection 653-726) and DAPI (detection 420-516) were collected on GaAsP detectors. Images were acquired as *z*-stacks, by taking 30 slices in a 150 µm range, resulting in a voxel size of 0.216×0.216×5.00 µm. Confocal imaging of samples stained for phospho-histone H3 (pSer10) was performed on the same device, using a 20×0.80 NA air objective (Nikon) and 405/488/640 nm lasers. Signals for H3S10P (Alexa Fluor 488, detection 503-541) and DAPI (detection 420-516) were collected on GaAsP detectors. Images were acquired as *z*-stacks, taking 17 slices with a voxel size of 0.192×0.192×10 µm.

### Density analysis

Density of cells and density of H3S10P^high^ cells were determined from single-plane images of gastruloids stained with DAPI and anti-phospho-histone H3 (pSer10). Image analysis was carried out in ImageJ. Briefly, in a single plane approximately 80 µm deep in the gastruloid, average DAPI intensity was measured within the gastruloid mask to evaluate cell density in the organoid, and H3S10P^high^ cells were detected and counted by filtering the image with a Gaussian (sigma=5), setting a threshold using the MaxEntropy method, performing a watershed then counting objects. Together with the area of the gastruloid slice, this gave access to the density of dividing cells.

### Extraction of 1D gene expression profile

Intensity profiles along the antero-posterior axis were computed as described by Merle et al. (2023). All analyses were performed on maximum intensity projections of confocal image stacks. Using a custom Python script, masks of gastruloids were generated from the DAPI channel. The main body axis of the gastruloid was then defined by finding the medial axis and expanding its extremities with straight lines, tangent to the medial axis ends, until the lines cross the gastruloid contour. The contour was cut at these intersection points, and each side was subdivided in 100 equidistant points. Sections of the gastruloids could be defined by connecting pairs of equivalent points on each side. To obtain the intensity profiles of fluorescent signals, the average intensity in each bin was measured. Since the fixation protocol is different for embedded and non-embedded gastruloids, profiles were compared by shape, and not fluorescence intensity. Specifically, intensity values were scaled for each experiment relative to the average profile of all gastruloids, using the 10% lowest and highest values for reference. Spatial profiles were normalized to the medial axis length of individual gastruloids. Boundary positions for gene expression profiles were defined as the relative position along the medial axis of the gastruloid where the half-maximal expression level within the boundary regions is reached, as described by Bennabi et al. (2024).

### Live imaging of gastruloid elongation and pattern formation by video microscopy

Live imaging of brachyury pattern dynamics and gastruloid elongation with the TProm-mVenus cell line were performed with a wide-field inverted fluorescence microscope (IX81, Evident) using a 20× objective (UPLFLN20X). Gastruloids were embedded in 0.7 µM dextran-gels at 96 h. For each embedded gastruloid, *z*-stacks with 20 µm spacing were acquired every 30 min in brightfield and fluorescence. Gastruloid contour and medial axis were extracted from brightfield images and intensity profiles were extracted along this axis.

Movies of gastruloid chimeras composed of 129/svev cells and cells expressing a nuclear marker H2B-iRFP were acquired using a wide-field inverted fluorescence microscope (IX81, Evident) using a 20× objective (UPLFLN20X). Gastruloids were embedded in 0.8 μM dextran-gels at 96 h. For each embedded gastruloid, *z*-stacks with 20 μm spacing were acquired every 30 min in brightfield and fluorescence. Two gastruloids from the same experiment are shown.

### Cell tracking

Movies for single-cell tracking were acquired on gastruloid chimeras composed of TProm-mVenus and TProm-mVenus/H2B:iRFP. Images were acquired every 20 min starting from 72 h, using a LS2 Viventis light sheet microscope with its 25× objective configuration. This resulted in a voxel size of 0.26×0.26×3 µm. Cell tracking was performed by manual tracking using TrackMate in Fiji software in 3D (Schindelin et al., 2012). Gels were cast in the LS2 Viventis sample holders (SHT SW0.8) without a membrane deposited on top. Movies from two gastruloids embedded in a 1.0 mM gel and two gastruloids embedded in a 1.5 mM gel were analyzed, with only trajectories of 10-25 time points being considered.

Tracks were then analyzed by both extracting features from TrackMate (mean speed, confinement ratio, mean directional change rate) and computing the MSD and its associated metrics (diffusion coefficient, diffusion exponent) in Python.

### Statistical analysis

Graphs and statistical analysis were generated using GraphPad Prism version 10.5.0 for Windows (GraphPad Software; https://www.graphpad.com) or Python. All replicates are biological replicates. In bar graphs, median±IQR are plotted. For profiles, mean±s.e.m. are plotted. For box and whiskers plots, the line represents the median, the box the first and third quartiles, the whiskers the minimum and maximum values.

### Genome browser view of the brachyury promoter

Bigwig files with RNA-seq profiles of control gastruloids of 48 h to 120 h were retrieved directly from GEO (GSE247508). Bigwig files with ATAC-seq profiles of wild-type gastruloids of 48 h to 120 h were retrieved directly from GEO (GSE247507).

The plot (Fig. S11) was generated with pyGenomeTracks (Lopez-Delisle et al., 2020) version 3.9 on mm10:chr17:8,428,652-8,442,571.

## Supplementary Material

10.1242/develop.204711_sup1 Supplementary information

Table S1. List of differentially expressed genes in the compared conditions the non-embedded condition was used as reference.

Table S2. List of differentially expressed genes in all pairwise comparisons relative to the time of embedding or to the gel concentration.

# Supplementary material for: Fine-tuning mechanical constraints reveals uncoupled patterning and gene expression programs in murine gastruloids
**Source:** Development. 2025 Sep 29;152(18):dev204711. doi: 10.1242/dev.204711
**Supplement:** Supplementary information

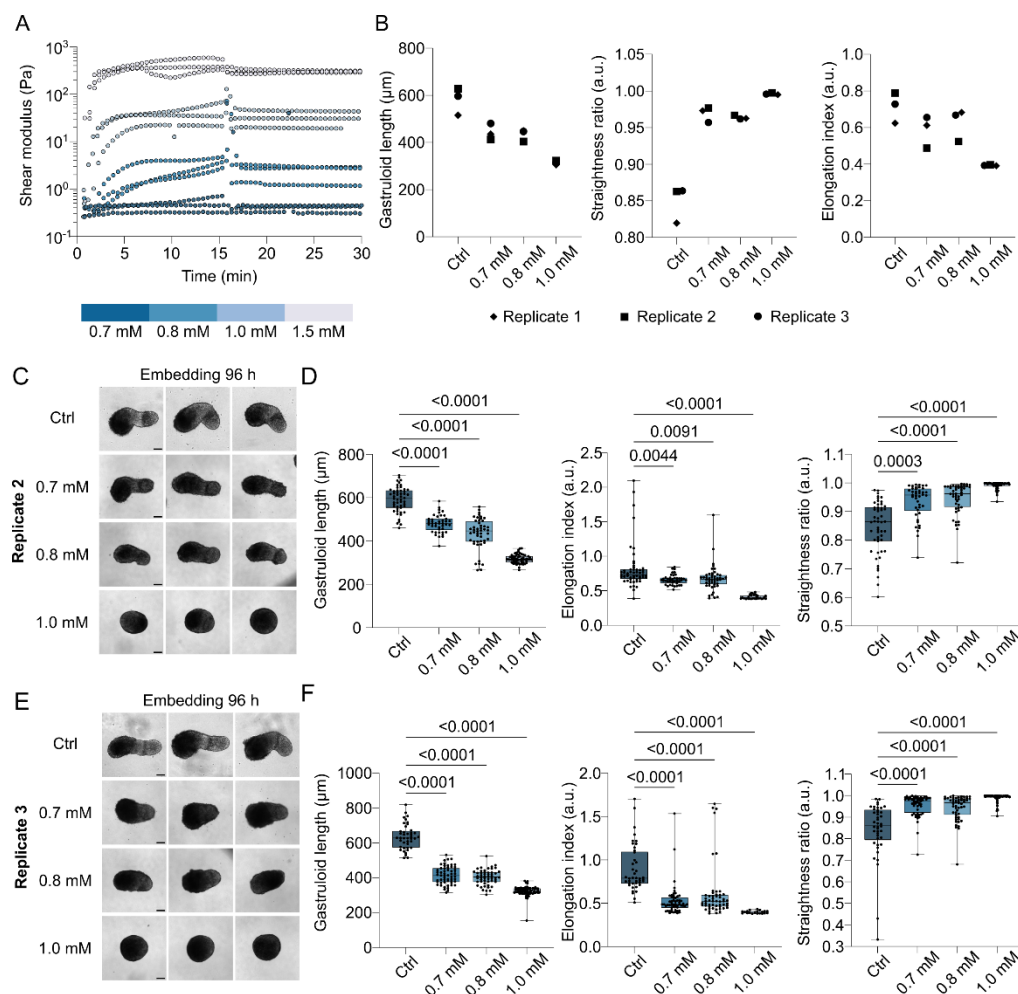

**Fig. S1. Effect of gel concentration on gastruloid morphology.** (A) Gelation dynamics of hydrogels prepared with different concentrations of components (concentration of reactive functions) (B) Quantification of gastruloid medial axis length, straightness ratio and elongation index as in Fig 1 E-G for Replicates 1, 2 and 3 described in Fig1 and Fig S1 C-F. Median values are represented for each replicate. (C) Replicate 2: Bright field images of gastruloids 120 h after seeding, either grown in 96-well plates or embedded in hydrogel at 96 h after seeding. Gel concentrations 0.7 mM, 0.8 mM or 1.0 mM. Scale bar 100 μm. (D) Replicate 2: Length, elongation index and straightness of gastruloids 120 h after seeding, for gastruloids either grown in 96-well plates or embedded in hydrogel at 96 h after seeding. Gel concentrations 0.7 mM, 0.8 mM or 1.0 mM. Data obtained from bright field images as represented in A: Ctrl N=52; 0.7 mM N=42; 0.8 mM N=48; 1.0 mM N=59. (E) Replicate 3: Bright field images of gastruloids 120 h after seeding, either grown in 96-well plates or embedded in hydrogel at 96 h after seeding. Gel concentrations 0.7 mM, 0.8 mM or 1.0 mM. Scale bar 100 μm. (F) Replicate 3: Length, elongation index and straightness of gastruloids 120 h after seeding, for gastruloids either grown in 96-well plates or embedded in hydrogel at 96 h after seeding. Gel concentrations 0.7 mM, 0.8 mM or 1.0 mM. Data obtained from bright field images as represented in C: Ctrl N=42; 0.7 mM N=56; 0.8 mM N=52; 1.0 mM N=68. Statistical tests were performed using the Kruskal-Wallis test with Dunn's multiple comparison test.

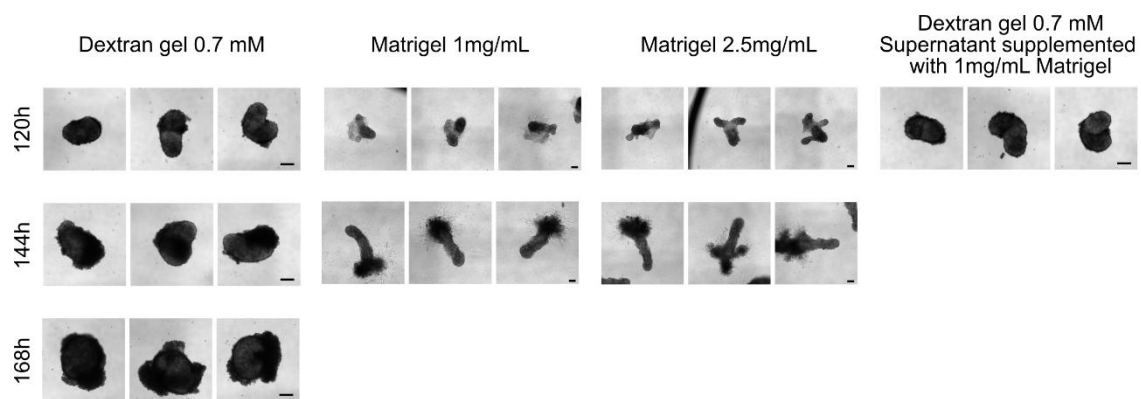

**Fig. S2. Differential effects of Matrigel versus bioinert, dextran-based hydrogel and extended embedding.** Bright field images of gastruloids 120 h, 144 h or 168 h after seeding, embedding in hydrogel at 96 h after seeding. Hydrogels were Dextran gel at 0.7 mM, Matrigel 1mg/mL, Matrigel 2.5 mg/mL or Dextran gel 0.7 mM where the supernatant was supplemented with 1 mg/mL Matrigel. Scale bar 50  $\mu$ m

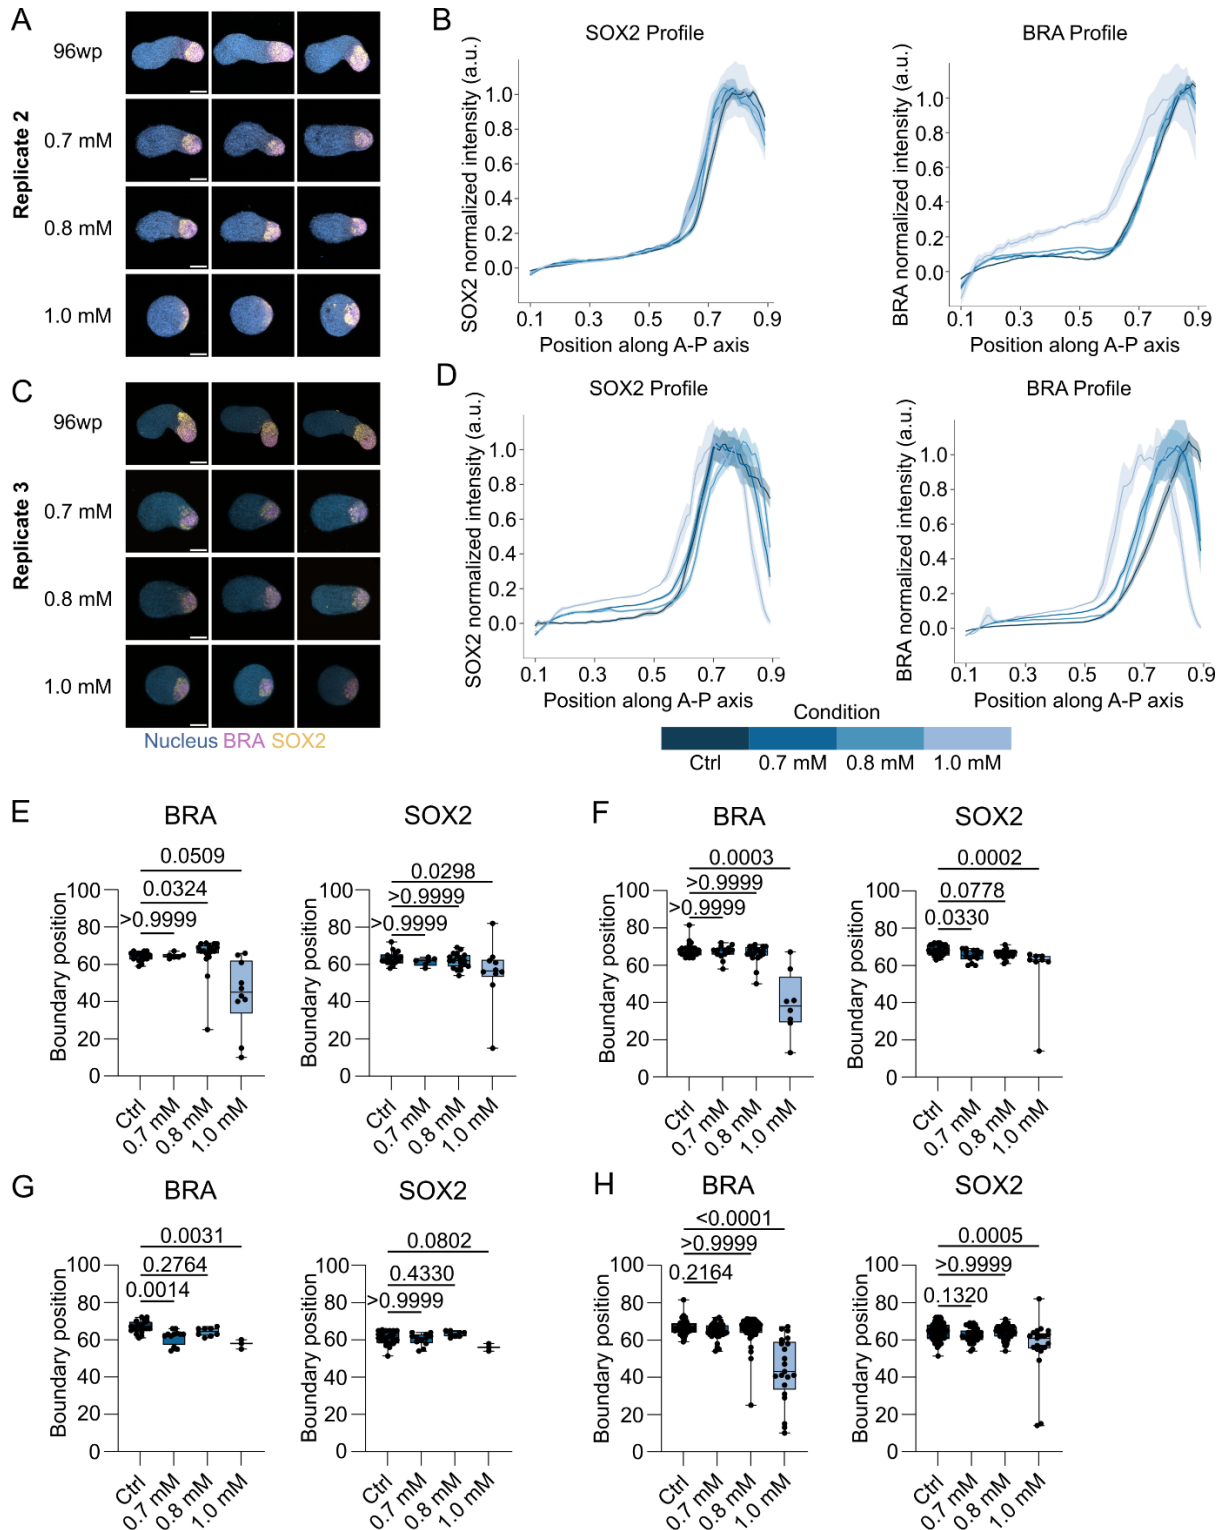

**Fig. S3. Posterior gene expression patterning in hydrogel-grown gastruloids.** (A) Replicate 2: Immunofluorescence images of gastruloids 120 h after seeding, either grown in 96-well plates or embedded in hydrogel at 96 h after seeding. Gel concentrations 0.7 mM, 0.8 mM or 1.0 mM. Blue: Nucleus, Purple: BRA, Orange: SOX2. Scale bar 100  $\mu$ m. (B) Replicate 2: Normalized expression profiles (Mean  $\pm$  SEM) of SOX2 and BRA along the AP axis. Ctrl N=26; 0.7 mM N=14; 0.8 mM N=20; 1.0 mM N=8. (C) Replicate 3: Immunofluorescence images of gastruloids 120 h after seeding, either grown in 96-well plates or embedded in hydrogel at 96 h after seeding. Gel concentrations 0.7 mM, 0.8 mM or 1.0 mM. Blue: Nucleus, Purple: BRA, Orange: SOX2. Scale bar 100  $\mu$ m. (D) Replicate 3: Normalized expression profiles (Mean  $\pm$  SEM) of SOX2 and BRA along the AP axis. Ctrl N=21; 0.7 mM N=12; 0.8 mM N=8; 1.0 mM N=3. (E), (F), (G) Boundary positions for BRA and SOX2 profiles for Replicate 1, 2 and 3 respectively from data shown in Figure 2A-C and Figure S2A-D. (H) Pooled values for boundary positions of BRA and SOX2 profiles from Figure S2 E-G. Statistical tests were performed using the Kruskal-Wallis test with Dunn's multiple comparison test.

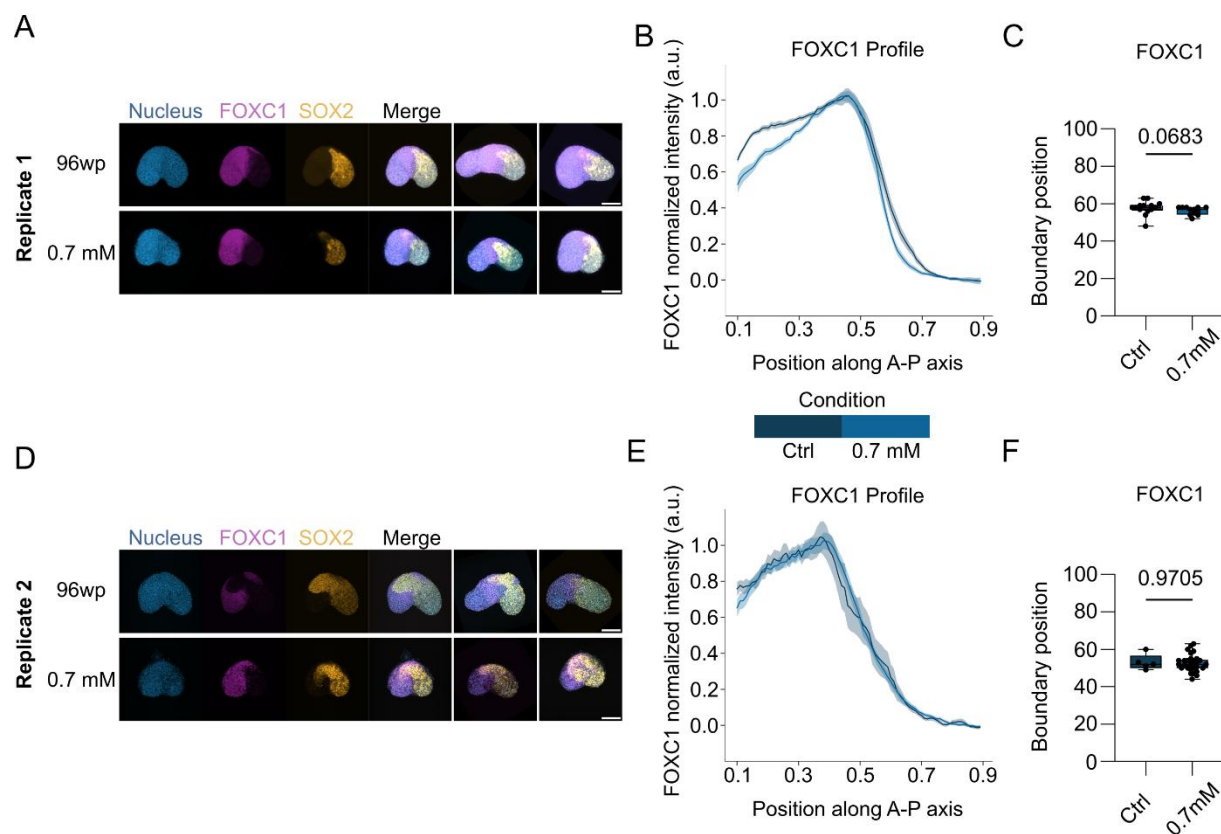

**Fig. S4. Anterior gene expression patterning in hydrogel-grown gastruloids.** (A) Replicate 1: Immunofluorescence images of gastruloids 120 h after seeding, either grown in 96-well plates or embedded in 0.7 mM hydrogel at 96 h after seeding. Blue: Nucleus, Purple: FOXC1, Orange: SOX2. Scale bar 100  $\mu$ m. (B) Replicate 1: Normalized expression profiles (Mean  $\pm$  SEM) of FOXC1 along the AP axis. Ctrl N=14; 0.7 mM N=12. (C) Boundary position for FOXC1 from Replicate 1, from data shown in Figure S3B. (D) Replicate 2: Immunofluorescence images of gastruloids 120 h after seeding, either grown in 96-well plates or embedded in 0.7 mM hydrogel at 96 h after seeding. Blue: Nucleus, Purple: FOXC1, Orange: SOX2. Scale bar 100  $\mu$ m. (E) Replicate 2: Normalized expression profiles (Mean  $\pm$  SEM) of FOXC1 along the AP axis. Ctrl N=6; 0.7 mM N=30. (F) Boundary position for FOXC1 from Replicate 2, from data shown in Figure S3E. Statistical test: Mann-Whitney.

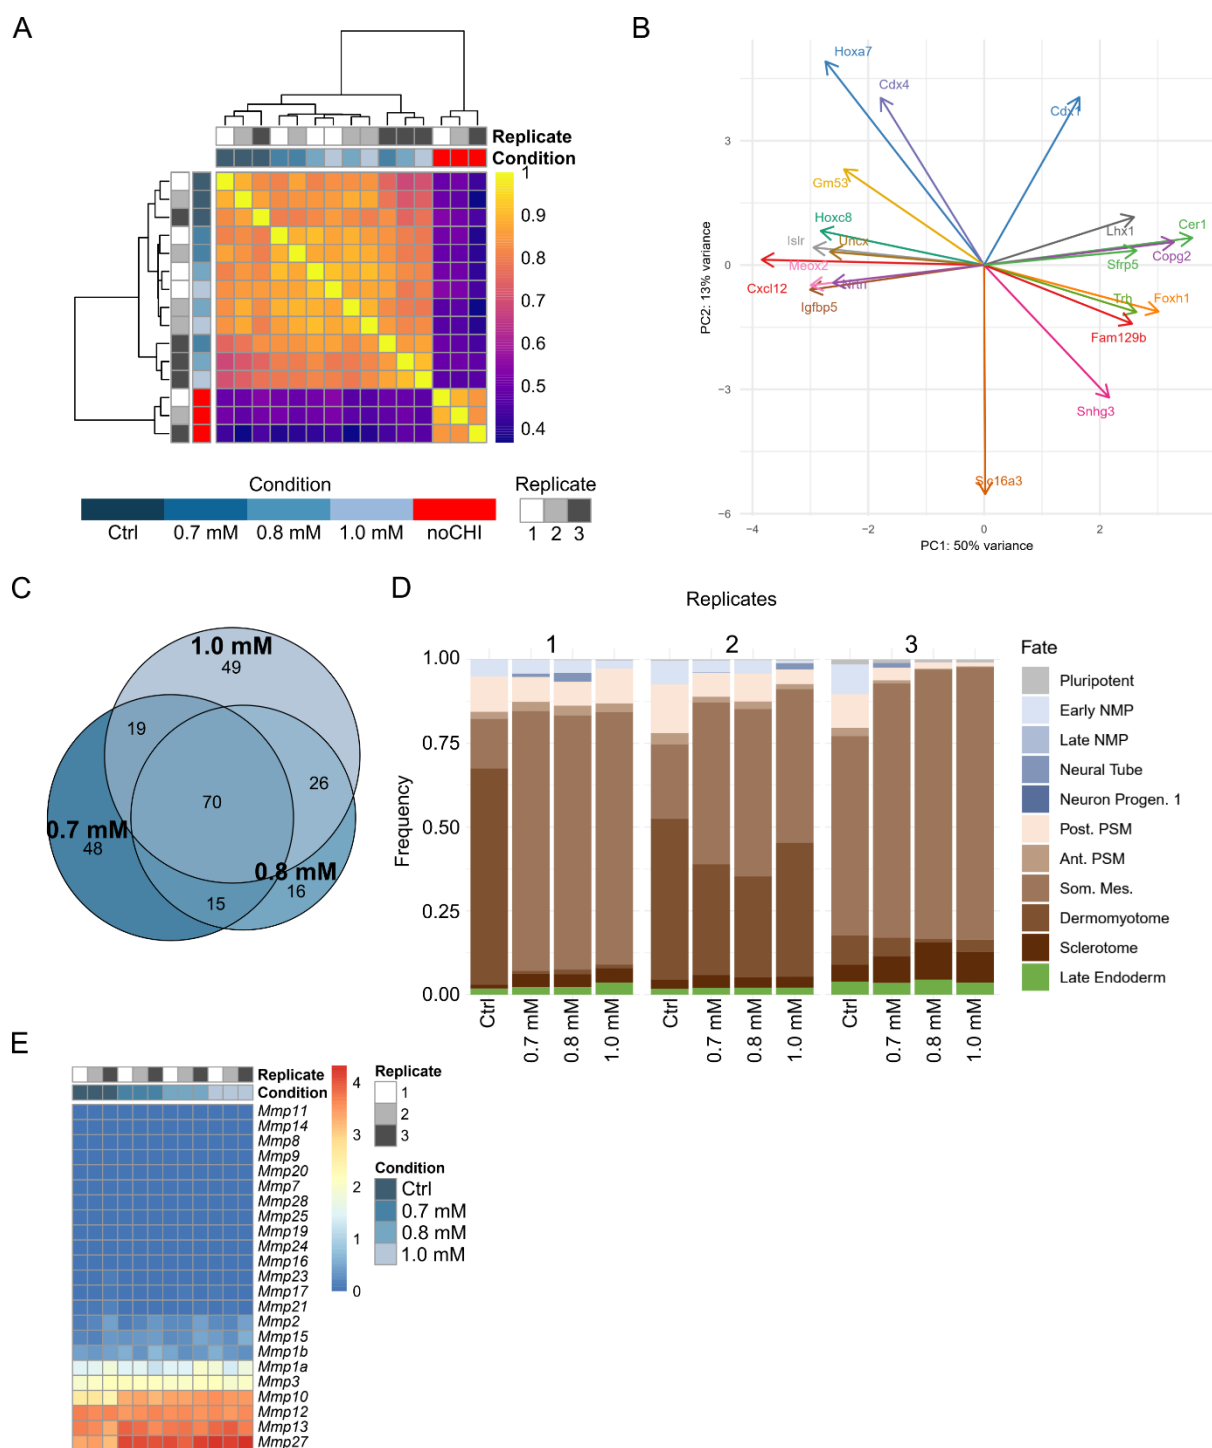

**Fig. S5. Detailed RNA-seq analysis of embedded gastruloids.** (A) Correlation matrix of bulk RNA sequencing experiments clustered using the ward-D2 algorithm, where noCHI is used as a negative control for gastruloid formation. Colors indicate the Pearson's correlation coefficient values. All samples are analyzed in three independent replicates. (B) Loadings from PCA analysis shown in Figure 2D (C) Euler diagram showing the overlap between DE genes using non-embedded as the control condition. (D) Deconvolution of bulk RNA sequencing. (E) Expression levels of metalloproteases (MMPs) from bulk RNA sequencing.

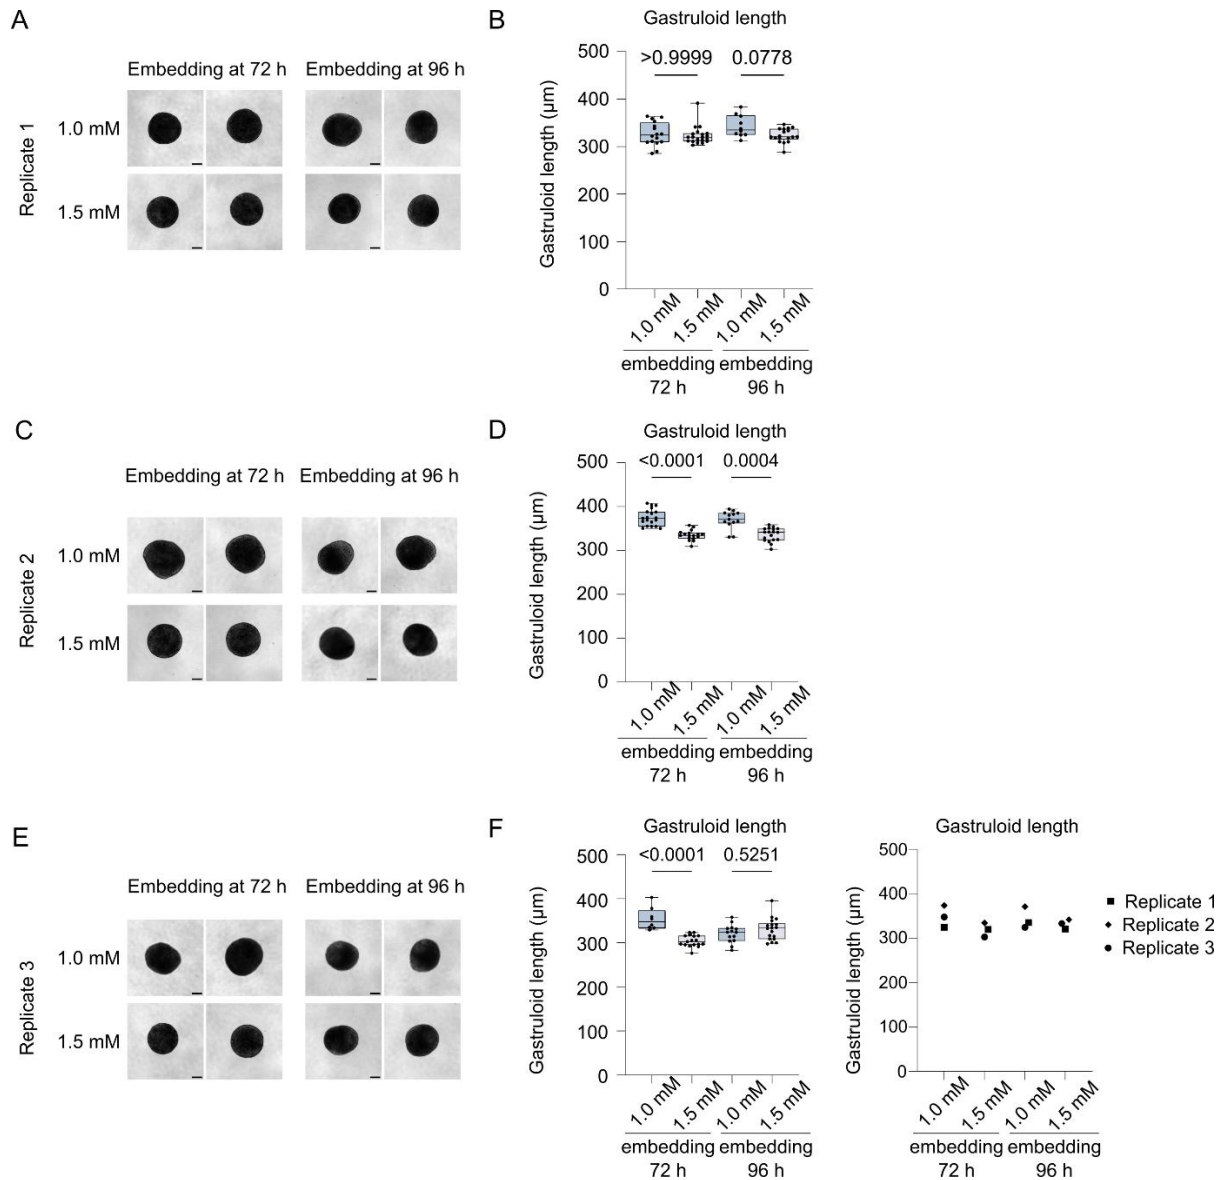

**Fig. S6. Effect of high stiffness and early embedding on gastruloid morphology.** (A) Replicate 1: Bright field images of gastruloids 120 h after seeding, embedded in hydrogel at 72 h or 96 h after seeding. Gel concentrations 1.0 mM or 1.5 mM. Scale bar 100 μm. (B) Length of gastruloids 120 h after seeding, for gastruloids embedded in hydrogel at 72 h or 96 h after seeding. Gel concentrations 1.0 mM or 1.5 mM. Data obtained from bright field images as represented in A, a representative experiment. Embedded 72 h: 1.0 mM N=16; 1.5 mM N=20. Embedded 96 h: 1.0 mM N=10; 1.5 mM N=18. (C) Replicate 2: Bright field images of gastruloids 120 h after seeding, embedded in hydrogel at 72 h/96 h after seeding. Scale bar 100 μm. (D) Replicate 2: Length of gastruloids 120 h after seeding, for gastruloids embedded in hydrogel at 72 h/96 h after seeding. Data obtained from bright field images as represented in C. 72 h 1.0 mM N=15; 72 h 1.5 mM N=16; 96 h 1.0 mM N=13; 96 h 1.5 mM N=16. (E) Replicate 3: Bright field images of gastruloids 120 h after seeding, embedded in hydrogel at 72 h/96 h after seeding. Scale bar 100 μm. (F) Replicate 3: Length of gastruloids 120 h after seeding, for gastruloids embedded in hydrogel at 72 h/96 h after seeding. Data obtained from bright field images as represented in E. 72 h 1.0 mM N=8; 72 h 1.5 mM N=17; 96 h 1.0 mM N=14; 96 h 1.5 mM N=18. (G) Median value for each replicate of quantification of gastruloid length shown in Fig S3B, D, F. Statistical tests were performed using the Kruskal-Wallis test with Dunn's multiple comparison test. Data shown here correspond to one representative experiment. Experiments were all performed in 3 independent replicates.

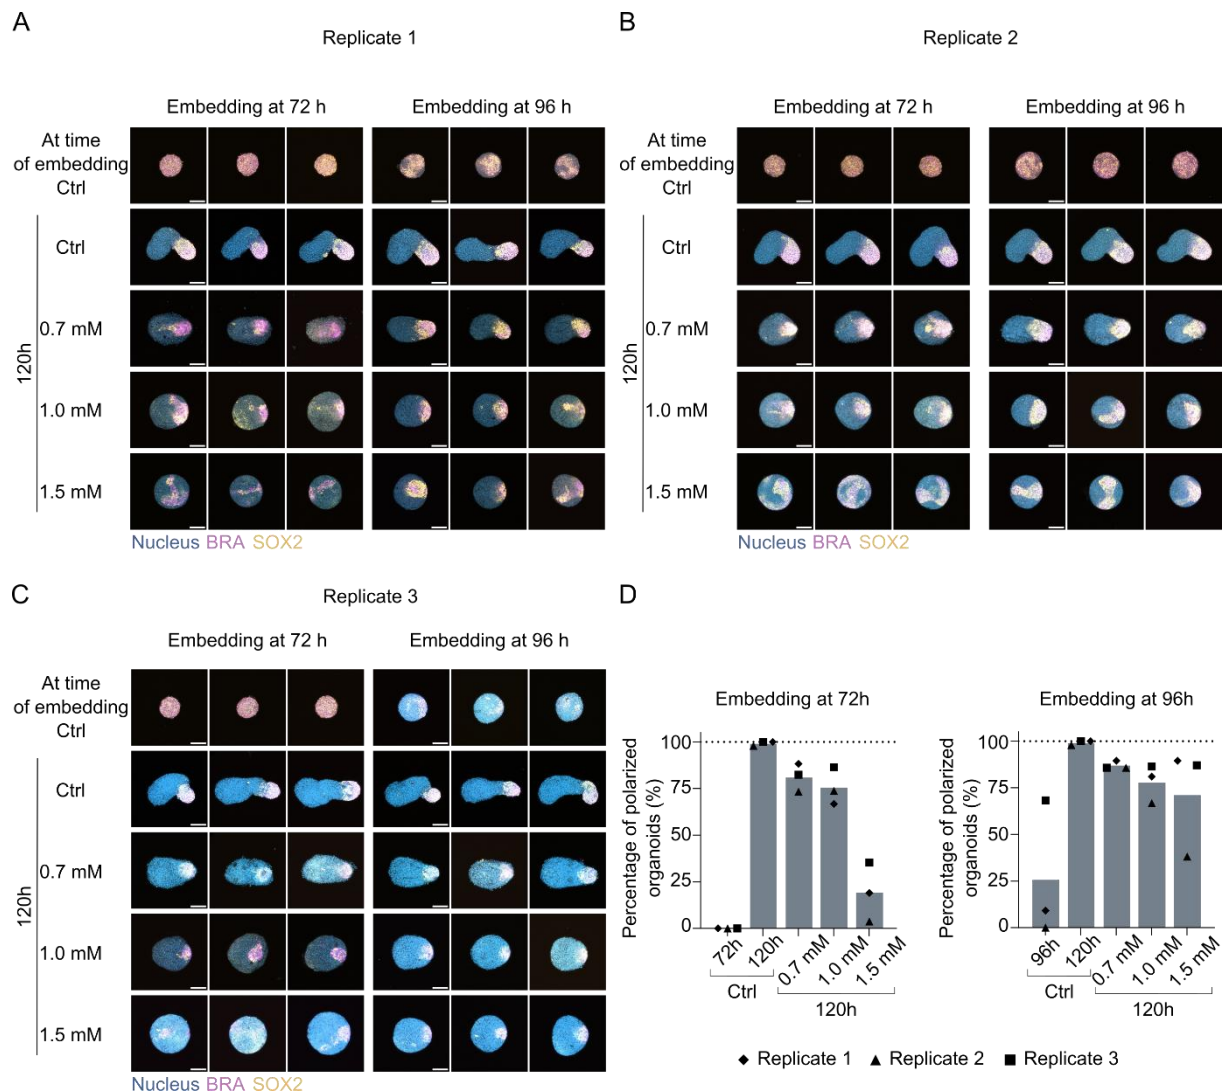

**Fig. S7. Effect of embedding timing and gel stiffness on patterning and polarization.** (A),(B),(C) For Replicates 1, 2 and 3 respectively: Immunofluorescence images of gastruloids 120 h after seeding, either grown in 96-well plates (Ctrl) or embedded in hydrogel at 72 h/96 h after seeding. Blue: Nucleus, Magenta: BRA, Yellow: SOX2. Scale bar 100  $\mu$ m. (D) Quantification of the percentage of gastruloids that formed a unique BRA/SOX2 pole at 120 h or at time of embedding, analyzed from immunofluorescence images as in (A), (B) and (C), for gastruloids embedded at 72 h or 96 h. Number of analyzed gastruloids (per replicate): (Left) 72 h N=20/18/22 ; 120h Ctrl N=25/48/24; 0.7 mM N=17/15/17 ; 1.0 mM N=15/19/22 ; 1.5 mM N=21/27/17.(Right) 96 h N=22/23/22 ; 120h Ctrl N= 25/48/24 ; 0.7 mM N=19/21/21 ; 1.0 mM N=21/21/22 ; 1.5 mM N=19/21/23.

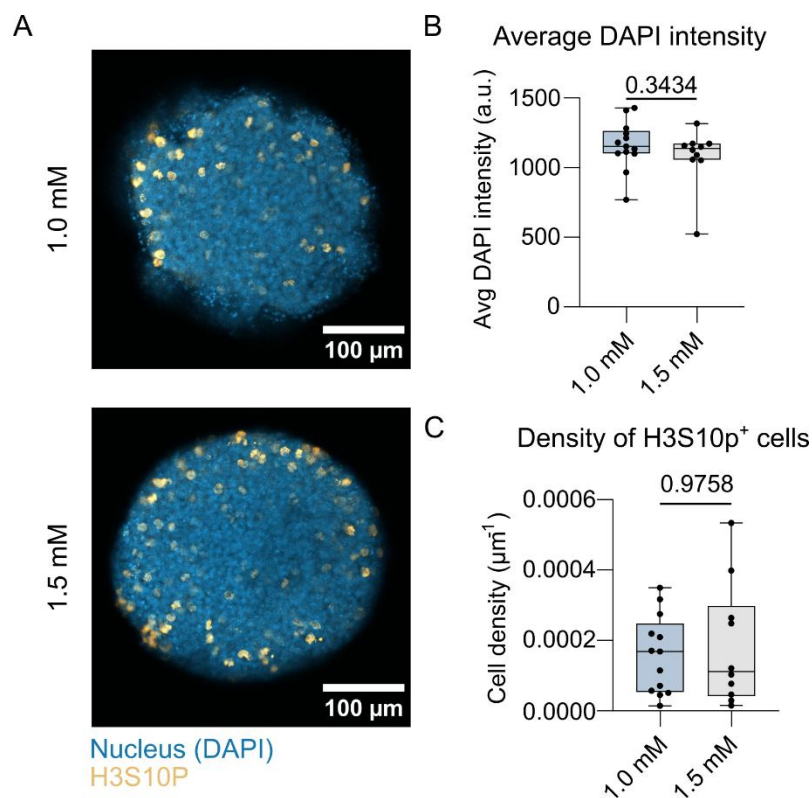

**Fig. S8. Cell density and cell proliferation in high stiffness gels.** (A) Immunofluorescence images (1 confocal slice) of gastruloids embedded in 1.0 mM or 1.5 mM gels at 72 h, and fixed at 120 h post seeding. Blue: Nucleus. Orange: H3S10P. (B) Average DAPI (nucleus) intensity in one confocal slice and (C) Density of H3S10P high cells in a given depth within the gastruloid ( $\approx 80 \mu\text{m}$  deep). Plotted are Median  $\pm$  Min/Max. Experiment was performed in 1 replicate, 1.0 mM N=13, 1.5 mM N=10. Statistics: Mann-Whitney test.

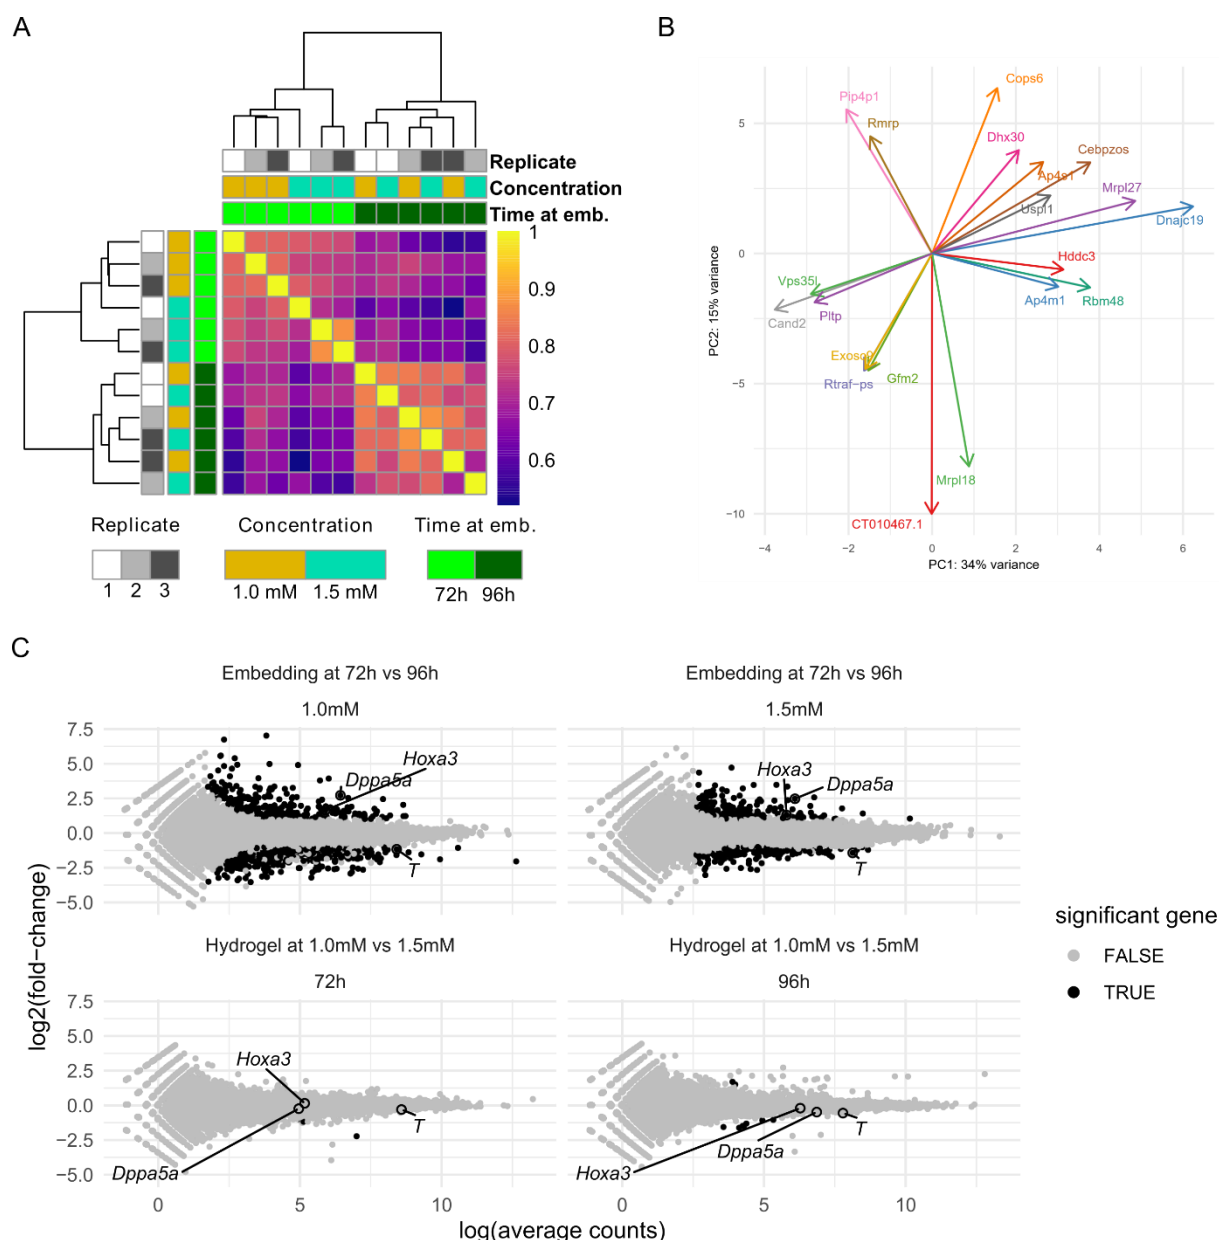

**Fig. S9. Detailed RNA-seq analysis on the effect of early embedding and high gel concentration.**

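Pearson's r between libraries, over the 500 most variable genes of log2(1 + FPKM), had a median of 0.812 over the 12 pairs from the same group. It was 0.767 over the 18 pairs of the same embedding time and the other gel, 0.670 over the 18 pairs of the other embedding time and the same gel, and 0.650 over the 18 pairs that differed in both. These correlations are across genes, which are not independent replicates, and the pairs share libraries. With log2 CPM of the counts, the 4 medians were 0.922, 0.903, 0.711 and 0.704.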

(A) Correlation matrix of bulk RNA sequencing experiments clustered using the ward-D2 algorithm, using samples embedded at 72 h or 96 h, at gel concentrations of 1.0 mM or 1.5 mM. Colors indicate the Pearson's correlation coefficient values. All samples are analyzed in three independent replicates. (B) Loadings from PCA analysis shown in Figure 3C. 

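The 10 genes with the largest absolute loadings on PC1 and the 10 on PC2 were examined in both deposited tables. Of these 20 genes, 15 were listed at 0 FPKM in at least 1 library in which they had 100 or more counts. *Dnajc19* was at 0 FPKM in 5 libraries embedded at 72 h and in 0 embedded at 96 h, with 615 to 989 counts in every library. *Cand2* was at 0 FPKM in 1 library embedded at 72 h and 4 at 96 h, with 3465 to 4348 counts. The gene with the largest loading on PC2, *CT010467.1*, annotated as ribosomal RNA and holding between 0.207% and 6.12% of the counts of a library, was at 0 FPKM in 1 library of each embedding time, with 53942 to 1490631 counts. For the 20 genes, the variance of log2(1 + FPKM) over the libraries was a median of 82.5 times that of log2 CPM, and more than 3 times for 15 of them. The ratio ran from 0.391 to 2595. Of the 5 genes without such zeros, *Dppa5a* and *Meox2* were on PC1, and *Rmrp*, *Mir6236* and *Lars2* on PC2. In all, 479 genes were at 0 FPKM in a library with at least 100 of their counts, 284 of them in all 12 libraries. Among the 500 genes of the PCA there were 151, and they held 61.3% of the variance. A PCA without these genes, an alternative chosen after seeing the loadings, gave 55.8% on PC1 and 49.4% of the variance between embedding times (one-sided exact permutation test, p = 0.00216). The share of gel concentration was then 6.91% (one-sided exact permutation test within embedding times, p = 0.18).

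**Figure D5:**
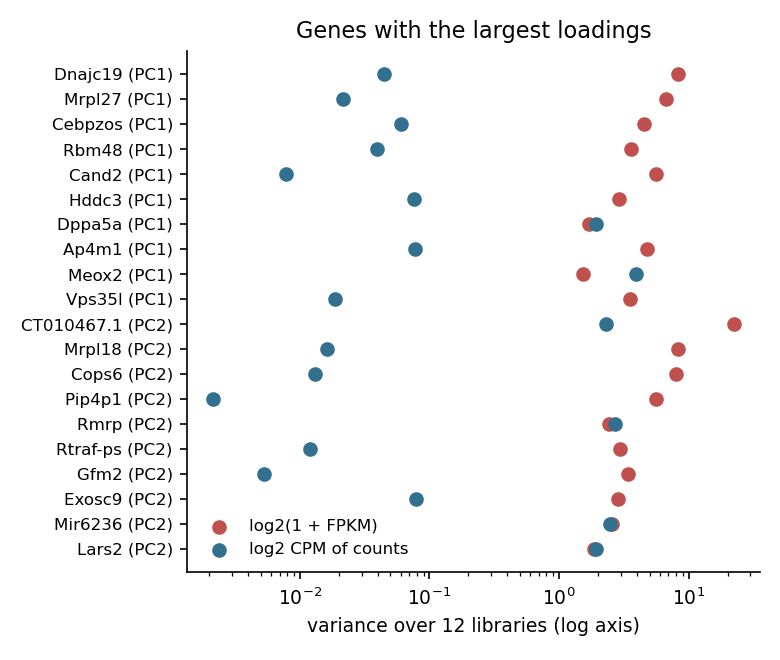
Variance over the 12 libraries of log2(1 + FPKM) and of log2 CPM from the counts, on a log axis, for the 10 genes with the largest absolute loadings on PC1 and the 10 on PC2. For 15 of the 20 genes the variance of the FPKM values is more than 3 times that of the counts.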

(C) MA-plot showing the differential gene expression ( $\log_2\text{FC} \geq 1$ , adjusted  $p\text{-value} < 0.05$  as measure by DESeq2 analysis) determined from bulk RNA sequencing. On the upper row, comparing gastruloids embedded at 72 h vs 96 h, for embedding in 1.0 mM or 1.5 mM gels. On the lower row, comparing gastruloids embedded in 1.0 mM vs 1.5 mM gels, for embedding at 72 h or 96 h.

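The authors' deposited table gives a log2 fold change and an adjusted p from DESeq2 for each gene in these 4 comparisons. At the thresholds of this legend, the authors' deposited table holds 647 and 417 DE genes for embedding time in 1.0 mM and 1.5 mM gels, and 3 and 9 for gel concentration at 72 h and 96 h. Of the genes called with edgeR, 604 and 395 were also in the authors' deposited table for embedding time, and 0 and 0 for gel concentration. DESeq2 run on the deposited counts shared 611 and 417 genes with the authors' deposited table for embedding time, and 3 and 9 for gel concentration. Pearson's r across genes between the DESeq2 log2 fold changes and those of the authors' deposited table was -1 for embedding time and 1 for gel concentration, so the authors' deposited table takes 96 h over 72 h and 1.5 mM over 1.0 mM. Of the 36 mitochondrial genes, 24 have a log2 fold change in the authors' deposited table in 3 of the comparisons and 25 in the comparison of gels at 96 h, and 0 of them are DE.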

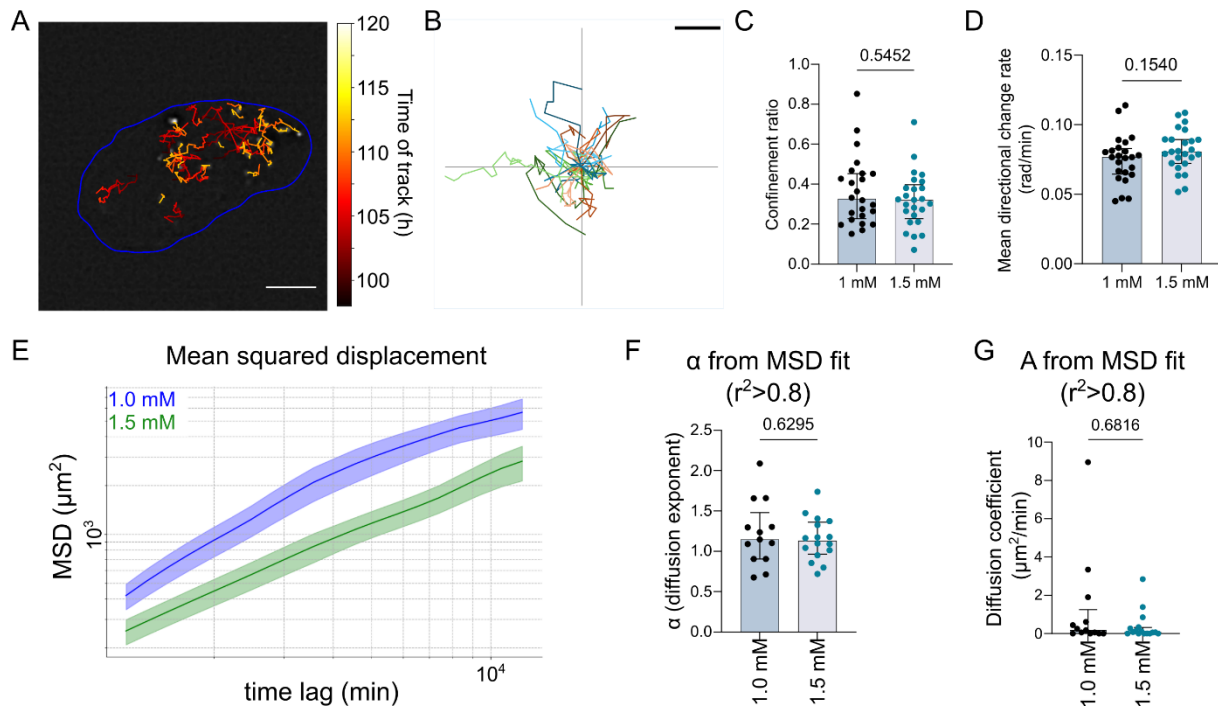

**Fig. S10. Analysis of single cell tracking in gastruloids.** (A) Tracks of cells in a gastruloid embedded in a 0.8 mM gel, filmed from 98 h to 120 h using a classical epifluorescence microscope. Contour in blue was determined using thresholded brightfield image. Tracks were obtained using trackmate. Colors correspond to the time point at which the tracking segment was found. Scale bar 50  $\mu\text{m}$ . (B) Example trajectories of cells tracked in gastruloids embedded in a 1.0 mM gel from 72 h to 95 h. Gastruloids made from a mix of cells expressing either a reporter of BRA expression (TProm-mVenus cells) alone, or together with a nuclear marker (H2B-iRFP). Tracked cells all expressed H2B-iRFP, without taking into account the TProm-mVenus signal. Trajectories from 2 gastruloids have been pooled and aligned to start at the origin (0,0), so as to show the extent of 2D exploration by cells. Each color represents one trajectory by one cells. Imaging was done using using the LS2 Viventis system. Scale bar 5  $\mu\text{m}$ . (C) Confinement ratio and (D) Mean directional change rate for trajectories analyzed in Figure 4D. (E) Mean squared displacement (Mean  $\pm$  SEM) of trajectories analyzed in Figure 4D. (F) Diffusion exponent and (G) Diffusion coefficient extracted from fit with  $r^2 > 0.8$  of the MSD in Figure S9E. Experiments performed in 1 replicate, with 2 gastruloids per condition. Statistics: Mann-Whitney test.

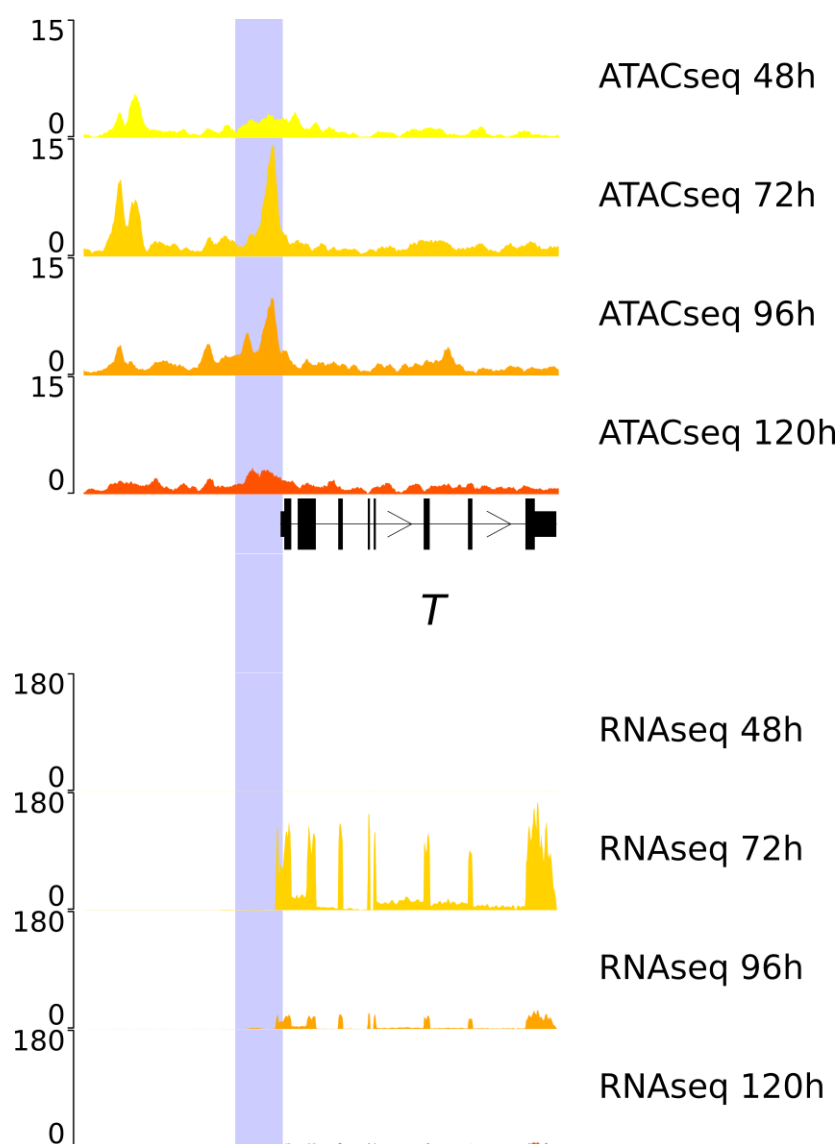

**Fig. S11. Genome browser view of ATAC-seq and RNA-seq for generation of the TProm-mVenus cell line.** A region of 1392bp surrounding the brachyury was selected to monitor the activity of the brachyury promoter

**Table S1.** List of differentially expressed genes in the compared conditions the non-embedded condition was used as reference.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204711#supplementary-data>

**Table S2.** List of differentially expressed genes in all pairwise comparisons relative to the time of embedding or to the gel concentration.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204711#supplementary-data>

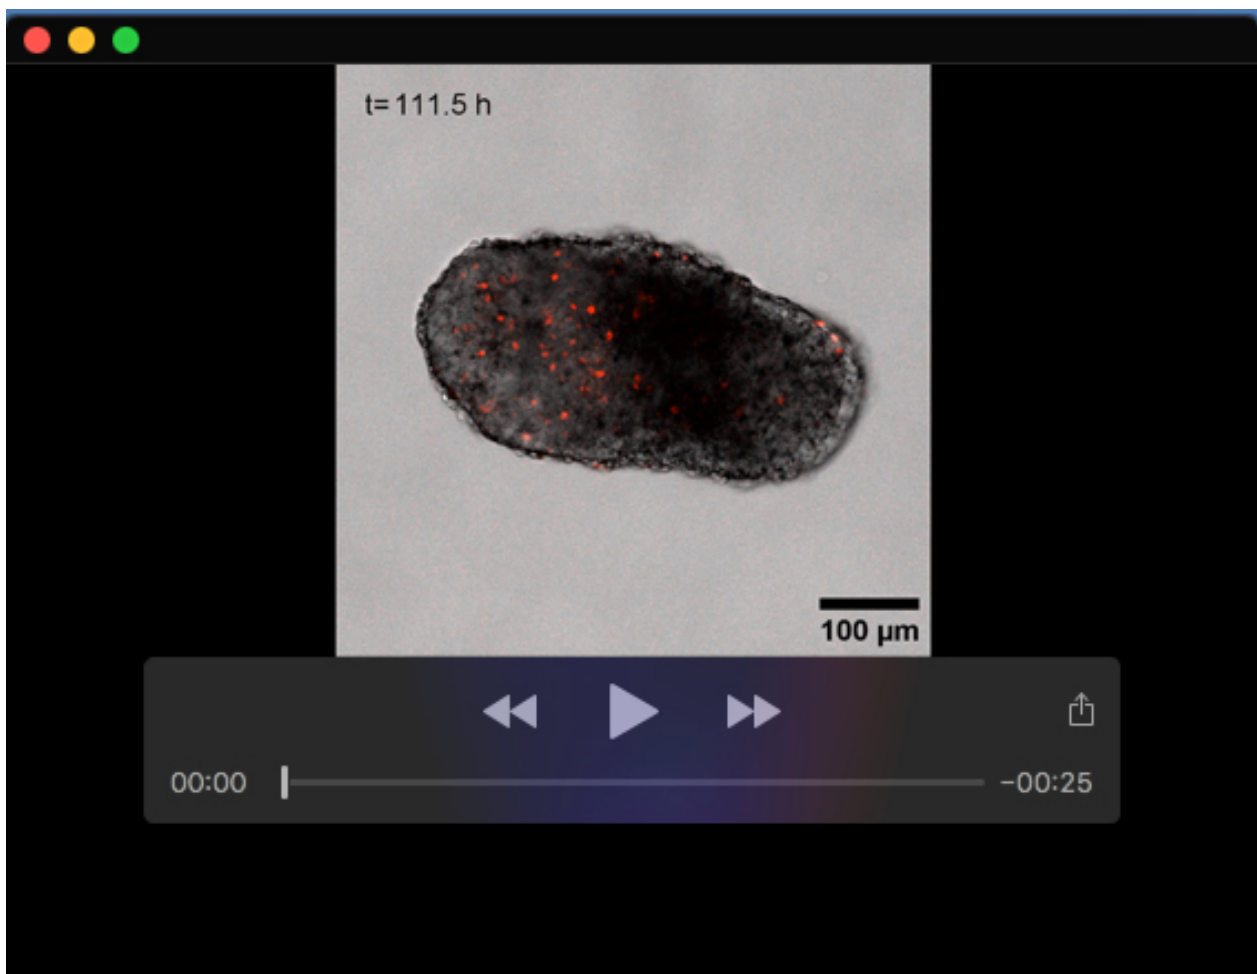

**Movie 1. Example of elongating chimeric gastruloid in 0.8mM dextran gel.** Chimeras are constituted of 129/svev cells and a small fraction of cells expressing a nuclear marker H2B-iRFP. Video shows bright field intensity with superimposed fluorescence.

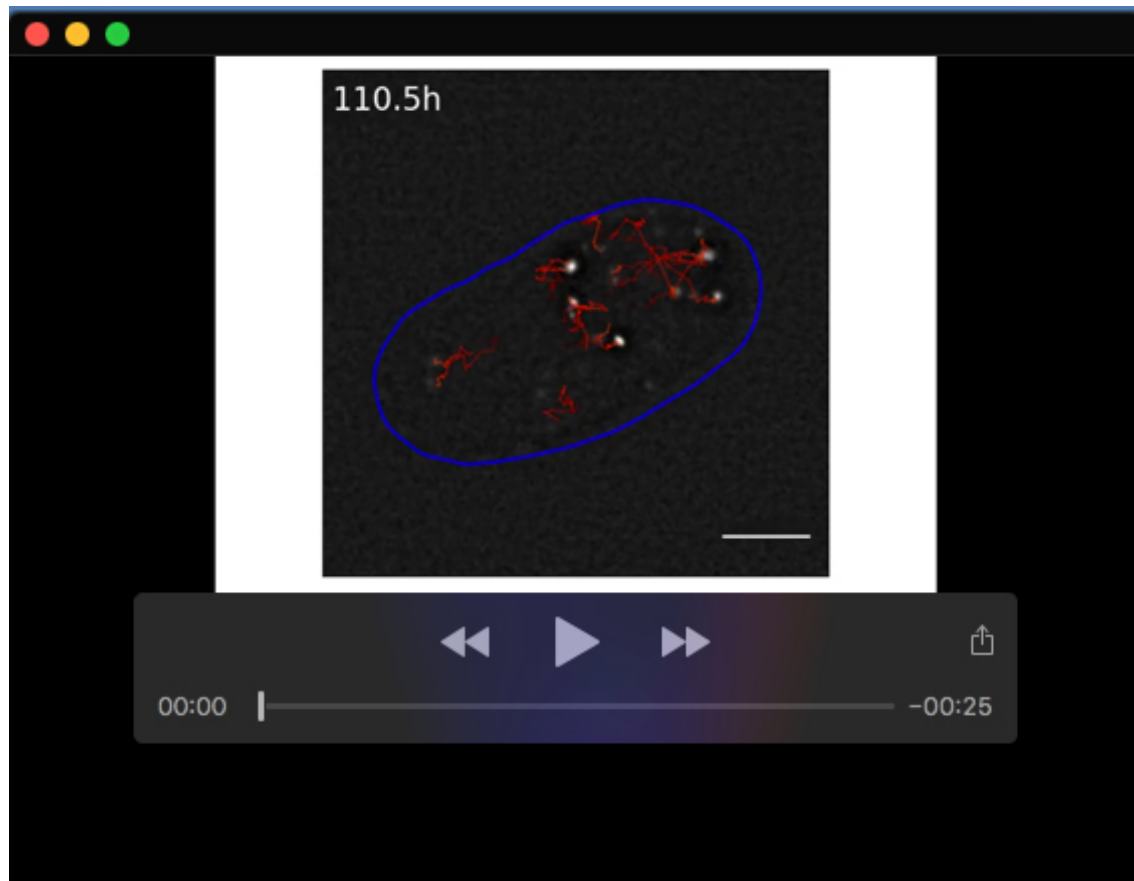

**Movie 2.** Example of elongating chimeric gastruloid in 0.8mM dextran gel. Chimeras are constituted of 129/svev cells and a small fraction of cells expressing a nuclear marker H2B-iRFP. Gastruloid contour was extracted using brightfield images and plotted in blue. Video shows fluorescence as well as tracks extracted using TrackMate. The same gastruloid was used to produce Figure S10A.

## Supplementary Materials and Methods

### Sequence used in transgenic assay

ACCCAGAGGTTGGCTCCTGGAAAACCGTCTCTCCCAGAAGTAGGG  
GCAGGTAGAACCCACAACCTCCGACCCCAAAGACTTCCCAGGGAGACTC  
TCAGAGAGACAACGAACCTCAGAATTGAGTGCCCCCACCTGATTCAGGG  
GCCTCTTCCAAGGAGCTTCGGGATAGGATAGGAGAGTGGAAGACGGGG  
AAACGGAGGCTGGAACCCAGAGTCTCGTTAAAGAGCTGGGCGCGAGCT  
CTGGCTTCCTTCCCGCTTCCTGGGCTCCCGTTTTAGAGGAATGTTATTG  
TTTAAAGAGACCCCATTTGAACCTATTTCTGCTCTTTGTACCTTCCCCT  
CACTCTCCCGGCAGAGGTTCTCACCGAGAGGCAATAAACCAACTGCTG  
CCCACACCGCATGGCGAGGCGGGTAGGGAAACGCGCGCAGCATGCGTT  
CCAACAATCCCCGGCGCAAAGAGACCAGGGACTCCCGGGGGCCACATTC  
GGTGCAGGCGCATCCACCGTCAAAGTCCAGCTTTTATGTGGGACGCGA  
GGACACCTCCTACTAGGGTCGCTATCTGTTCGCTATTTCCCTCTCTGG  
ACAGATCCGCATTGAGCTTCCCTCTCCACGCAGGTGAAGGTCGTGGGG  
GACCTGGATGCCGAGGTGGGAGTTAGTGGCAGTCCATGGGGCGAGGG  
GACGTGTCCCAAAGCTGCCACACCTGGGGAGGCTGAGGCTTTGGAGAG  
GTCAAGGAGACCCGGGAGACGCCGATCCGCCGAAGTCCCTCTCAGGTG  
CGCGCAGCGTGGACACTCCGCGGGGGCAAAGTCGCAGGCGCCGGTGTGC  
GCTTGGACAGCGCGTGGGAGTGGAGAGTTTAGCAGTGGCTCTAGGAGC  
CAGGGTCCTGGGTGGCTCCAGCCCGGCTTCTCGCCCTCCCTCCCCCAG  
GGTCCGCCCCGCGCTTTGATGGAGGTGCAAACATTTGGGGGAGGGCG  
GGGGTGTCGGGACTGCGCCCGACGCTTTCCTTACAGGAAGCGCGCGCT  
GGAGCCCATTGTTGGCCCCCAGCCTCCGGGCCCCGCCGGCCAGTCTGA  
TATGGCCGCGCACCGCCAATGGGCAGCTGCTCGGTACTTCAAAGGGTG  
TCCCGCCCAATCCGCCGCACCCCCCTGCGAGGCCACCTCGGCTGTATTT  
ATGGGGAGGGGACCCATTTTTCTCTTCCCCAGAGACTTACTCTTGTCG  
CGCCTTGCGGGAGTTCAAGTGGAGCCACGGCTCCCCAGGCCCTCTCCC  
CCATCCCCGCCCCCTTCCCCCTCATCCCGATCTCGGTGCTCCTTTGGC  
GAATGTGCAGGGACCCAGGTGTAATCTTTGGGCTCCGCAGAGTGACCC  
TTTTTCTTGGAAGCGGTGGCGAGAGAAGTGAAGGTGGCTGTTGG

How the deposited data were processed for this re-analysis (not part of the article)

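Bulk RNA-seq of gastruloids embedded at 72 h or 96 h after seeding, in 1.0 mM or 1.5 mM gels, was re-analysed from the files the authors deposited, with 12 libraries in 4 groups of 3 replicates. The bulk RNA-seq of gastruloids grown with and without gels and without CHIR99021, and all imaging, were not analysed here. The authors selected poly-A RNA, trimmed the reads, aligned them with STAR to mm10 with a customized Ensembl annotation, and deposited raw counts per gene without normalization. The text of the methods gives STAR as the source of the counts, while the name of the deposited table refers to HTSeq. The libraries were stranded, and which strand setting was used for the counts is not stated. The authors computed the FPKM values with Cufflinks and deposited them in a second table. The authors' deposited table of comparisons holds log2 fold changes and adjusted p-values from their pairwise DESeq2 tests, with the version, filters and shrinkage not stated in the paper's text. Its direction was read from the values, as 96 h over 72 h and 1.5 mM over 1.0 mM. An earlier reading, taken from the legend of Fig. S9C before the values were compared, had been 72 h over 96 h and was corrected. The authors' methods leave out mitochondrial genes, and all 36 of them were left out here for PCA and differential expression, although the authors' deposited table gives values for some of them. Gene coordinates are those of mm10 in the deposited tables.

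Total counts per library ran from 23011791 to 27609422, and the range and median of each group stand with the description of the samples. At these totals a share of counts in a single library has a narrow 95% Wilson interval, which covers counting error only, and the spread between replicates limits the precision. R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Counts were normalized with TMM, filtered with filterByExpr by group (minimum count 10, minimum total 15) and fitted with glmQLFit and glmQLFTest. Genes with a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1 were counted as DE. The 4 pairwise comparisons used the libraries of 2 groups each. Embedding time across both gels, gel concentration across both embedding times, and their interaction used all 12 libraries. CPM values use TMM-scaled totals, and log2 CPM for PCA and gene lists a prior count of 2. PCA used log2(1 + FPKM) of the 500 genes with the highest variance, centered and not scaled. The variance between embedding times was tested with all assignments of the labels to libraries, and that between gels with all 400 assignments within embedding times. Libraries were clustered with the Ward-D2 algorithm on 1 minus Pearson's r.

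The genes named are 5 chosen in advance from the paper (*Dppa5a*, *T*, *Hoxa3* and *Sox2*, named or stained for in this experiment, and *Foxc1*, stained for in another experiment), the 10 genes with the largest absolute loadings on PC1 and on PC2, and members of the gene lists. They also include every DE gene of a comparison with 15 or fewer, and for each comparison of embedding time the 5 largest rises and 5 largest falls among DE genes with a mean of at least 100 counts and no overlap between the embedding times in either gel. The genes that only DESeq2 called between gels fall outside this rule. The comparisons, thresholds, rule for named genes, gene lists and most alternatives were set before the data were examined.

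The 22 gene lists covered naive pluripotency, germ-cell-like, posterior and neuromesodermal, presomitic mesoderm, somite, neural tube, endoderm, endothelium, primitive blood, cardiac and anterior mesoderm, Hox paralogues 1 to 4, 5 to 8 and 9 to 13, hypoxia and glycolysis, YAP and TAZ targets, SRF and actin, immediate-early, mitosis, p53 targets, epithelial-to-mesenchymal transition and migration, matrix metalloproteases and Wnt feedback. Lists were tested with camera at an inter-gene correlation of 0.01 on genes that passed the filter of the comparison, and lists with fewer than 3 such genes were left out. Primitive blood (up to 1 gene tested) and Hox paralogues 9 to 13 (up to 2 genes) were left out throughout for that reason, and Hox paralogues 5 to 8 (2 genes) in the comparison of gels at 72 h. *Aldoa* has 2 identifiers, so the hypoxia list had 18 symbols and 19 features. The adjusted p covers the 79 tests that remained.

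Alternatives were DESeq2 on the same pairs or on all libraries, edgeR on all libraries in a single fit, limma-voom, RLE and upper quartile normalization, no filter and a stricter filter on low counts (1 CPM in 3 libraries), mitochondrial genes kept, replicate number as a block, each library left out in turn, no fold-change threshold, and an adjusted p below 0.01. For PCA they were log2 CPM, a pseudocount of 0.1, a mean FPKM of at least 1, 100 or 2000 genes, scaling to unit variance, mitochondrial genes kept, and each replicate number left out. For the gene lists they were fry, camera with an estimated correlation, RLE normalization and the block. The PCA without genes at 0 FPKM despite their counts, the PCA without *CT010467.1* the interaction of the gene lists and the gene lists with each library left out in turn were chosen after seeing the data.

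The tests were also run on simulated data, in which 200 genes were changed by 1.5 or 3 log2 units in counts drawn with the means and dispersions of the libraries. With edgeR, 94% of these genes were recovered for embedding time in 1.0 mM gels (3 false calls) and 93.5% in 1.5 mM gels (4 false calls). For gel concentration the shares were 93.5% at 72 h (3 false calls) and 94.5% at 96 h (2 false calls). With all 12 libraries they were 98.5% for embedding time (3 false calls), 98.5% for gel concentration (2 false calls) and 89.5% for the interaction (8 false calls). In the comparison of embedding time in 1.0 mM gels, DESeq2 recovered 93.5% and limma-voom 93%. No set test was run on Tables S1 and S2, since the copies at hand were incomplete.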

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

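Of the tests in this part, those of non-poly-A RNA, of the mitochondrial share and of the lists between gels were chosen only after the result was seen.

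Replicate 2 embedded at 96 h in 1.5 mM gels lay far from the other libraries of its embedding time in the share of counts on *CT010467.1*, a gene annotated as ribosomal RNA. The share was 4.21% (95% Wilson interval 4.20% to 4.21%, counting error only), and the next highest of the 6 libraries was at 1.52%. This was 1 of 12 comparisons of a library with the rest of its embedding time, and chance singles out about 1 in 20. At 72 h the highest share, 6.12% in replicate 1 in 1.5 mM gels (95% Wilson interval 6.11% to 6.13%), did not stand apart in the same test. The mean share did not differ between embedding times (2.23% ± 2.09 at 72 h and 1.33% ± 1.47 at 96 h, SD, n = 6, two-sided exact permutation p = 0.435). *Rn7sk*, an RNA without a poly-A tail, was used to test carry-over of such RNA. Of 4 relations with the share, each over 6 libraries, that with *Rn7sk* at 72 h had a Pearson's r of 0.922 (permutation p = 0.00139, adjusted 0.00556) and a Spearman's rho of 1 (permutation p = 0.00278, adjusted 0.0111), and r was 0.999 without the 2 libraries farthest from the median. At 96 h, r was 0.946 (permutation p = 0.0208, adjusted 0.0236) and rho 0.714 (permutation p = 0.136, adjusted 0.136), and r was 0.702 without the 2 farthest libraries, so that relation rests on them. Carry-over of RNA without a poly-A tail therefore cannot be told apart from a difference in the cells at 96 h with 6 libraries. The PC2 score, whose sign is arbitrary, also followed the share (r = -0.815 at 72 h, permutation p = 0.0236, adjusted 0.0236, and r = -0.922 at 96 h, permutation p = 0.0222, adjusted 0.0236). The rho was -0.886 at both embedding times (permutation p = 0.0333, adjusted 0.0444), and r was -0.537 and -0.651 without the 2 farthest libraries. Leaving *CT010467.1* out of the PCA left the order of the libraries on PC2 nearly the same (rho 0.986), which argues against this gene alone as the source of PC2. In 1.0 mM gels the share was higher at 72 h, at 1.04% to 2.67% against 0.207% to 0.672% at 96 h, a difference of 1.46 percentage points without overlap (exact permutation p = 0.1, the smallest that 3 against 3 libraries allow, and what chance gives in 10% of such comparisons). In 1.5 mM gels the difference was 0.341 points (exact permutation p = 0.9). The gels did not overlap at 96 h either, with 0.207% to 0.672% in 1.0 mM and 0.842% to 4.21% in 1.5 mM gels. At 72 h they did, with 1.04% to 2.67% and 0.223% to 6.12%. The difference between gels was not tested. An effect of embedding time on this RNA in 1.0 mM gels stays open, as does one of the gel at 96 h, and their cause was not tested.

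The mitochondrial genes, which the paper leaves out, held a lower share of the counts after embedding at 72 h (2.09% ± 0.301, SD, n = 6) than at 96 h (2.68% ± 0.252), a difference of -0.590 percentage points (two-sided exact permutation p = 0.00866). The difference was -0.538 in 1.0 mM gels (exact permutation p = 0.2) and -0.642 in 1.5 mM gels (exact permutation p = 0.1, the smallest that 3 against 3 libraries allow). Dilution by *CT010467.1* is argued against, since the difference was -0.580 with that gene out of the totals (exact permutation p = 0.00866). Carry-over of mitochondrial ribosomal RNA is argued against too. The share on mitochondrial messenger RNAs differed (exact permutation p = 0.00649), while that on mt-Rnr1 and mt-Rnr2 did not (exact permutation p = 0.751), and 7 of 7 messenger RNAs with enough counts were lower in either gel, with median log2 ratios of -0.39 and -0.44. Library size cannot be told apart from embedding time, because every total at 72 h was below every total at 96 h. Within embedding times, 2 relations of the total with the mitochondrial share had an r of 0.0192 at 72 h (permutation p = 0.975, adjusted 0.975) and 0.546 at 96 h (permutation p = 0.247, adjusted 0.494). The rho was -0.0857 (permutation p = 0.919, adjusted 0.919) and 0.543 (permutation p = 0.297, adjusted 0.594), and r without the 2 libraries farthest from the median total was 0.408 and 0.0557. The difference between embedding times thus passed its test, and a biological cause of it stays open.

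For 6 gene lists the effect of embedding time differed between the gels by limma's camera test of the interaction. The mean log2 difference between 72 h and 96 h changed from 1.0 mM to 1.5 mM gels by 0.20 for naive pluripotency (camera adjusted p = 0.0420), 0.31 for presomitic mesoderm (0.0478), 0.57 for somite genes (2.97e-05), -0.45 for endoderm (0.0125), -0.29 for endothelium (0.0134) and -1.43 for cardiac and anterior mesoderm (2.26e-07). With fry none of them was past the threshold, with adjusted p from 0.666 to 0.842. In exact permutations of the gel labels within embedding times (400 assignments, two-sided), p was 0.41, 0.245, 0.135, 0.225, 0.36 and 0.065 in the same order. The cardiac difference between embedding times was 2.39 in 1.0 mM and 0.96 in 1.5 mM gels. A single library as its source is argued against, since the change stayed between -1.84 and -0.92 with each library left out, the latter without replicate 3 embedded at 96 h in 1.0 mM gels. Chance assignment of libraries to gels is a candidate explanation for it, given the permutation p of 0.065. Of the smaller changes, 3 depended more on 1 library. Without replicate 1 embedded at 96 h in 1.0 mM gels the change of naive pluripotency was 0.08, without replicate 3 at 72 h in 1.0 mM gels that of presomitic mesoderm was 0.17, and without replicate 2 at 72 h in 1.5 mM gels that of endothelium was -0.05. Those of somite and endoderm genes were 0.40 and -0.30 at their weakest, without replicate 3 at 72 h in 1.5 mM gels. For single genes, edgeR called 0 interactions (708 at an unadjusted p below 0.05, 0 with DESeq2 and 0 with limma-voom). Since the count was 0, all 100 of 100 splits of the libraries gave as many, and the largest count among them was 18. A different response to embedding time in stiffer gels stays open as a biological explanation.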

How the results depend on the processing

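Of the tests in this part, the PCA without genes at 0 FPKM despite their counts and without *CT010467.1*, and those of gene lists with 1 library left out, were chosen only after the result was seen. All alternatives set in advance were run. No named gene reversed its direction in a comparison in which it was DE with edgeR or DESeq2, and no list called by camera did. The balance of DE genes, some lists that were not called and small changes of *Sox2*, *Foxc1* and *Hoxa3* between gels did, as given below. Over the counts and shares that answer a comparison, 147 values under alternatives stayed the same, 45 moved and 2 passed the threshold, and over single genes and lists 1266 stayed the same, 102 were weaker, 48 stronger and 12 reversed.

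The DE counts for embedding time stayed within 1.5 times of 678 in 1.0 mM gels and 498 in 1.5 mM gels under every tool, normalization and filter, at 545 to 916 and 367 to 663. Without a fold-change threshold they were 1457 and 3033, with 858 genes shared by the gels and 5092 DE genes across both gels. At an adjusted p below 0.01 they were 387 and 229, with 141 genes shared. These thresholds change the counts by construction. With 1 library left out the counts ran from 429 (without replicate 3 at 96 h) to 703 in 1.0 mM gels and from 298 (without replicate 3 at 96 h) to 636 (without replicate 1 at 72 h) in 1.5 mM gels, where the smaller number of libraries is part of the setting. The DE genes in 1.5 mM gels, 252 higher and 246 lower at 72 h (50.6% higher), turned to more lower ones with upper quartile normalization (218 and 264, 45.2% higher), limma-voom (236 and 260), all 12 libraries in the fit of edgeR (258 and 289) or DESeq2 (257 and 260), no filter (318 and 345) and the replicate block (266 and 277). They did so also with 5 of the 6 libraries left out, most without replicate 3 at 96 h (115 and 183). Across both gels, 387 higher and 376 lower turned with DESeq2 (427 and 440), limma-voom (375 and 383), upper quartile normalization (376 and 387), no filter (502 and 520) and 5 of the 12 libraries left out, most without replicate 1 at 72 h in 1.0 mM gels (333 and 393). In 1.0 mM gels more were higher under each of these settings. The cause was not tested.

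Gel concentration gave 0 DE genes at 72 h and at 96 h with edgeR (1074 and 1578 at an unadjusted p below 0.05) and 0 with limma-voom. DESeq2 gave 3 and 9 genes, on the pairs of groups and with all 12 libraries in the fit alike, and 9 across both embedding times, where edgeR gave 1. Without a low-count filter edgeR gave 56, 65 and 40 genes and 112 interactions, against 0 interactions with the filter (708 at an unadjusted p below 0.05, 0 with DESeq2 and 0 with limma-voom). The prior degrees of freedom were then infinite in 6 of 7 comparisons, against 5.47 to 7.99 with the filter, and beyond that the cause was not tested. Across both embedding times the count was 0 with limma-voom, 5 without a fold-change threshold and 0 at an adjusted p below 0.01. With 1 library left out it ran from 0 to 8 (8 without replicate 1 at 72 h in 1.5 mM gels), and it ran from 0 to 12 at 96 h (12 without replicate 3 in 1.5 mM gels). The cause was not tested for these leave-outs or for DESeq2.

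With 1 library left out, the log2 fold changes between gels that turned sign were those of *Sox2*, from -0.0303 to 0.171 at 72 h (0.06 with all libraries), -0.194 to 0.0377 at 96 h (-0.12) and -0.0794 to 0.0514 across both embedding times (-0.03), and of *Foxc1*, from -0.0210 to 0.287 (0.14), -0.0926 to 0.00165 (-0.06) and -0.0416 to 0.0886 (0.04). Across both embedding times that of *Hoxa3* ran from -0.118 to 0.0250 (-0.04). None of these was DE in any setting, so their directions are not settled.

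The replicate number was tried as a block. It gave 16 genes for gel concentration at 72 h (0 higher in 1.5 mM gels), 51 at 96 h (41 higher), 7 across both embedding times and 4 interactions, and the cause was not tested. Deviations from the group means correlated positively between libraries of the same number in 18 of 18 pairs (r across genes, which are not independent replicates, from 0.0365 to 0.313, mean 0.160, permutation p = 0.00463 over 216 renumberings, the smallest that they allow). The paper's methods describe conditions processed for each replicate, so the numbers may mark shared batches. Because only 13 pairs were over 0.1 and the labels name no batch, the main fit took no pairs. Variation shared by libraries of the same number thus stayed in its error. Its 0 genes for gel concentration at 72 h and at 96 h rest on that choice. Among 100 splits of the 12 libraries, the largest count across both embedding times was 31. That split placed replicate 1 of all 4 groups on the same side, and the real split gave 1 gene in the same fits without a block. With the block, the real split gave 7 genes.

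PC1 held 33.8% of the variance of log2(1 + FPKM) and 59.8% of that of log2 CPM. It held 24.9% with a pseudocount of 0.1, 26.5% with 100 genes, 37.0% with 2000 genes, 47.1% with unit variance, 35.9% to 41.1% with a replicate number left out, and 55.8% without genes at 0 FPKM despite their counts. The cause was not tested for these, apart from the last, which removes genes that held 61.3% of the variance of the 500 genes. The variance between embedding times stood out from permuted labels each time, with 23.5% to 56.5% of the variance. The share of gel concentration, 9.68% (exact permutation p = 0.06), passed 0.05 with 100 genes (11.6%, exact permutation p = 0.03) and with 2000 genes (9.29%, exact permutation p = 0.045). Without genes at 0 FPKM despite their counts it was 6.91% (exact permutation p = 0.18), and with log2 CPM 5.16% (exact permutation p = 0.28). The cause of these differences was not tested.

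Of the 79 tests of gene lists, 30 were called by camera, 30 with the block and 29 with RLE normalization, which lost the cardiac list between gels at 72 h. Fry called 8, and camera with an estimated correlation called 0. With 1 library left out the number ran from 25 (without replicate 3 at 96 h in 1.5 mM gels) to 32. Among lists that were not called, the direction of the test turned with fry for neural tube and posterior genes (embedding time in 1.0 mM gels), matrix metalloproteases (embedding time in 1.5 mM gels) and Wnt genes (gels at 72 h), and with the block for Wnt genes (gels at 72 h and embedding time in 1.5 mM gels). The cause was not tested.

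With 3 libraries per group, edgeR recovered 87% to 89% of simulated changes of 1.5 log2 units in the pairwise comparisons and 99% to 100% of those of 3 units, so some changes of the smaller size would be missed there. Between gels the share for 1.5 log2 units was 88% at 72 h and 89% at 96 h. These shares cannot tell whether missed changes account for the 0 genes where DESeq2 gave 3 and 9. In the simulation 200 genes changed together, which makes the adjusted p easier to pass than with a few. No variation shared by libraries of the same replicate number was simulated. *Egr1* (-2.23 at 72 h), *Gm25732* (1.70 at 96 h) and *Hoxb9* (-1.62 at 96 h) changed by more than 1.5 log2 units in DESeq2. Why edgeR did not call them was not tested. Smaller changes were not simulated. Exact permutation tests of 3 against 3 libraries cannot give a p below 0.1.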

Differences from the paper's values

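All alternatives named in this part were set before the data were examined, and no test was chosen only after the result was seen. For gel concentration at 72 h, the paper's value is 3 DE genes and the value found here is 0 with edgeR (1074 genes at an unadjusted p below 0.05, 0 with limma-voom). The paper's value is reached with DESeq2 on the same libraries (3 genes) and with DESeq2 on all 12 libraries (3 genes), and the paper's methods name DESeq2. It is not reached with edgeR on all 12 libraries, mitochondrial genes kept, limma-voom, RLE or upper quartile normalization, a stricter filter, no fold-change threshold, an adjusted p below 0.01 or any library left out (0 genes each), nor without a filter (56 genes) or with a replicate block (16 genes). The 3 genes of the authors' deposited table are *Egr1*, *Trib3* and *Popdc2*. DESeq2 on the same libraries and edgeR without a filter called all 3, and DESeq2 on all 12 libraries and the replicate block called *Egr1* and *Trib3*.

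For gel concentration at 96 h, the paper's value is 9 DE genes and the value found here is 0 with edgeR (1578 genes at an unadjusted p below 0.05, 0 with limma-voom). The difference closes with DESeq2 on the same libraries (9 genes) and with DESeq2 on all 12 libraries (9 genes). Without replicate 3 of the 1.5 mM gels, edgeR came near the paper's count with 12 genes. Of those 12, 10 were higher in 1.5 mM gels, whereas DESeq2 on the same libraries had 7 of 9 lower. The difference remains with edgeR on all 12 libraries, mitochondrial genes kept, limma-voom, RLE or upper quartile normalization, a stricter filter, no fold-change threshold and an adjusted p below 0.01 (0 genes each), and with each of the other libraries left out (0 genes, or 2 without replicate 1 of the 1.5 mM gels). It also remains without a filter (65 genes) and with a replicate block (51 genes). The 9 genes of the authors' deposited table are *Hoxb9*, *Cdx2*, *Egr3*, *Egr2*, *Lefty1*, *Nkx1-2*, *Noto*, *H4c4* and *Gm25732*. DESeq2 on the same libraries, edgeR without a filter and the replicate block each called all 9. DESeq2 on all 12 libraries called 6 of them, *Hoxb9*, *Cdx2*, *Egr3*, *Egr2*, *Lefty1* and *Noto*. Without replicate 3 of the 1.5 mM gels, edgeR called *Hoxb9*, *Lefty1* and *Gm25732*.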

Other observations

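Of the tests in this part, those of immediate-early genes and those that leave out genes at 0 FPKM despite their counts were chosen only after the result was seen.

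Other splits of the same libraries into groups of the same sizes were tested with edgeR. For embedding time, 1 of 10 splits gave as many DE genes as the real one in 1.0 mM gels and 1 of 10 in 1.5 mM gels, the real split itself, and every other split gave 0. A share under 0.05 cannot be reached with 10 splits, so on this count alone chance cannot be told apart within a gel. Across both gels, 1 of 100 splits gave as many as 763 genes, again the real one, which argues against chance. For gel concentration, the real count of 0 (1074 genes at 72 h and 1578 at 96 h at an unadjusted p below 0.05, 3 and 9 with DESeq2, 0 with limma-voom) was matched by 10 of 10 splits at 72 h and 10 of 10 at 96 h. The largest count of another split was 39 at 72 h, with replicates 1 and 3 in 1.0 mM gels and replicate 1 in 1.5 mM gels against the rest, and 1 at 96 h. For gel concentration across both embedding times, 4 of 100 splits gave at least 1 gene, the real one included. That share is under 0.05, which argues against chance, but only weakly and before any adjustment over the comparisons. The count rests on *Egr1* alone, was 0 with limma-voom and without any of 5 single libraries, and was 31 in another split.

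Libraries embedded at 72 h had smaller totals. After thinning all libraries to 23011791 counts, edgeR called 644 genes in 1.0 mM gels, 631 of them among the 678 called before, and 470 in 1.5 mM gels, 443 of them among the 498. The ratio farthest from 1 was 0.944, which argues against library size as the source of the difference between embedding times. A delay of the Hox sequence by longer time in the gel cannot be told apart from other effects of embedding time. A rise of Hox paralogues 1 to 4 after embedding at 72 h had been set as its mark, and their medians fell (-1.37 and -1.17 on the log2 scale), but a delay can also leave these genes lower. Paralogues 5 to 8 had lower medians, -2.48 and -2.46, over 7 and 5 genes tested. Their means were -2.11 and -1.87, against -1.63 and -1.32 for paralogues 1 to 4. Their mean level after embedding at 72 h was low, at -1.51 log2 CPM in 1.0 mM and -1.70 in 1.5 mM gels, which limits this comparison. Hypoxia from slower diffusion in 1.5 mM gels cannot be told apart either. The medians of the hypoxia and glycolysis genes were -0.16 at 72 h and -0.21 at 96 h, where a rise at both embedding times was needed, but the mean of the list differed between gels by only -0.12 (two-sided exact permutation p = 0.46), or by -0.22 to -0.04 with each library left out.

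The genes with the largest PCA loadings varied much more in FPKM than in counts, by a median of 82.5 times in variance. This is what an effect of the Cufflinks estimation would give, and it is a candidate explanation for those loadings. Of 10676 genes with at least 100 counts in every library, 320 (3.00%) were at 0 FPKM in at least 1 library. The zeros did not create the separation of libraries by embedding time, because without those genes the variance between embedding times rose from 31.9% to 49.4%. The order of libraries on PC2 was similar but not the same without them, with a Spearman's rho of 0.818 in size.

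Immediate-early genes were lower in 1.5 mM gels. The mean log2 CPM of the list fell by 0.91 averaged over the embedding times. A single library is argued against as the source, since the difference stayed between -1.05 and -0.76 with each library left out. In exact permutations of the gel labels within embedding times (two-sided, 400 assignments), p was 0.005, the smallest that they allow, and becomes 0.1 when adjusted over 20 lists, so chance cannot be told apart with this number of libraries. The lowest library in 1.0 mM gels (3.12) was above the highest in 1.5 mM gels (2.97). Handling at harvest, to which these genes respond, cannot be told apart either. Replicates of 1 group differed by up to 1.08, as much as the gels did, and replicate 1 was highest in 4 of 4 groups. A response of the cells to the stiffer gel stays open as a hypothesis.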
